# Rapamycin Alternatively Modifies Mitochondrial Dynamics in Dendritic Cells to Reduce Kidney Ischemic Reperfusion Injury

**DOI:** 10.3390/ijms22105386

**Published:** 2021-05-20

**Authors:** Maria Namwanje, Bijay Bisunke, Thomas V. Rousselle, Gene G. Lamanilao, Venkatadri S. Sunder, Elizabeth C. Patterson, Canan Kuscu, Cem Kuscu, Daniel Maluf, Manjari Kiran, Valeria Mas, James D. Eason, Amandeep Bajwa

**Keywords:** dendritic cell, rapamycin, mitochondria, acute kidney injury, ischemic reperfusion injury

## Abstract

Dendritic cells (DCs) are unique immune cells that can link innate and adaptive immune responses and Immunometabolism greatly impacts their phenotype. Rapamycin is a macrolide compound that has immunosuppressant functions and is used to prevent graft loss in kidney transplantation. The current study evaluated the therapeutic potential of *ex-vivo* rapamycin treated DCs to protect kidneys in a mouse model of acute kidney injury (AKI). For the rapamycin single (S) treatment (Rapa-S-DC), Veh-DCs were treated with rapamycin (10 ng/mL) for 1 h before LPS. In contrast, rapamycin multiple (M) treatment (Rapa-M-DC) were exposed to 3 treatments over 7 days. Only multiple *ex-vivo* rapamycin treatments of DCs induced a persistent reprogramming of mitochondrial metabolism. These DCs had 18-fold more mitochondria, had almost 4-fold higher oxygen consumption rates, and produced more ATP compared to Veh-DCs (Veh treated control DCs). Pathway analysis showed IL10 signaling as a major contributing pathway to the altered immunophenotype after Rapamycin treatment compared to vehicle with significantly lower cytokines *Tnfa, Il1b, and Il6,* while regulators of mitochondrial content *Pgc1a*, *Tfam*, and *Ho1* remained elevated. Critically, adoptive transfer of rapamycin-treated DCs to WT recipients 24 h before bilateral kidney ischemia significantly protected the kidneys from injury with a significant 3-fold improvement in kidney function. Last, the infusion of DCs containing higher mitochondria numbers (treated *ex-vivo* with healthy isolated mitochondria (10 µg/mL) one day before) also partially protected the kidneys from IRI. These studies demonstrate that pre-emptive infusion of *ex-vivo* reprogrammed DCs that have higher mitochondria content has therapeutic capacity to induce an anti-inflammatory regulatory phenotype to protect kidneys from injury.

## 1. Introduction

The pathobiology of acute kidney injury is multifactorial and involves intricate interactions between renal parenchymal cells and immune cells [1,2]. In the kidney, conventional dendritic cells (DCs) are the major immune cell subset and are found intimately in the interstitial space throughout the kidney [3,4,5]. DCs are one of the primary cell types involved in innate immunity and are essential in providing protection against pathogens. Our previously published work using bone marrow derived DCs has demonstrated that DCs therapy can regulate various innate and adaptive immune responses associated with AKI [6,7].

DCs are located extensively throughout all tissues, with a subset of DCs (CD11c^+^ DCs) residing in the renal parenchyma. However, these CD11c^+^ DCs also play a pathogenic role in worsening renal injury following ischemia-reperfusion injury (IRI) [8]. IRI is defined as injury resulting from the reintroduction of oxygenated blood to an organ after a period of ischemia and is often seen in myocardial infarction, stroke, and solid organ transplantation. In response to IRI, CD11c^+^ DCs comprise a considerable portion of the inflammatory cell infiltrate in renal tissue.

DCs are capable of recognizing pathogen-associated molecular patterns (PAMPs) through various pattern recognition receptors located on the surface of DCs such as toll-like receptors (TLRs) and NOD-like receptors. Binding of pattern recognition receptors (PRRs) to their specific PAMPs results in the activation of several pathways, which include proinflammatory responses, antimicrobial peptide synthesis, and induction of lymphocyte-mediated adaptive immunity [9]. Significant research has been dedicated to studying changes in the cellular bioenergetics of DCs upon activation by PAMPs. It has been established that activation of DCs with lipopolysaccharide (LPS; a PAMP distinct to gram-negative bacteria), via binding to its specific receptor TLR4 results in a metabolic change from highly efficient oxidative phosphorylation to a process very similar to Warburg metabolism, or aerobic glycolysis. Warburg metabolism is characterized by diverting pyruvate generated from glycolysis towards conversion into lactate for energy production, and away from transport into the mitochondria to undergo catabolism via the TCA cycle, despite sufficient oxygen availability. One explanation for this phenomenon involves one of the many downstream effects of TLR4 activation, which is the increased activity of the serine/threonine kinase the mammalian target of rapamycin (mTOR). mTOR inhibition by rapamycin preserves mitochondrial function in activated DCs by downregulating iNOS, with rapamycin-treated DCs stimulated in the presence of LPS exhibiting reduced levels of aerobic glycolysis [10]. mTORC1 inhibitors like rapamycin are currently used in solid organ transplantation as a possible alternative for calcineurin inhibitors to avoid chronic renal allograft damage as it also has potential to expand of CD4^+^CD25^+^ regulatory T-cells [11,12]. However, rapamycin use in transplantation can lead to inflammatory complications that include peripheral edema, creatinine increases, and thrombocytopenia. Previous studies have demonstrated that the adverse effects of hypoxic stimuli are enhanced by LPS exposure and attenuated by rapamycin [8,13].

The goal is to develop methods to use FDA approved clinical grade drugs like Rapamycin to induce regulatory DCs that can control unwanted innate and adaptive immune responses. The aim of this study was to determine the potential protective mechanism(s) of rapamycin stimulated BMDCs in a preclinical mouse model of kidney IRI. Treatment of BMDCs *ex-vivo* with rapamycin avoids any adverse off-target effects and inflammatory complications associated with systemic drug injections. The optimal dose and timing of most pharmacological compounds or drugs are dependent on various parameters. In cancer cells low-dose of rapamycin compared to high-dose differentially inhibits the mTORC1 and mTORC2 resulting in either partial or complete inhibition of cell-cycle progression [14]. For all of ours *ex-vivo* BMDCs conditioning studies in current manuscript we chose the low dose of 10 ng/mL of rapamycin based on previously reported studies with tolerogenic BMDCs [15,16]. The timing of how many doses (three or one) was based on our previously published work with propagating mouse BMDCs and added with GMCSF [17,18]. Our current data demonstrates that both single and multiple treatment(s) of DCs with rapamycin induces less robust immunogenic responses (lower cytokines and co-stimulatory molecules) after LPS stimulation. Transfer of either single or multiple rapamycin treated DCs equally protects kidneys from IRI in syngeneic (C57BL/6 BMDC→C57BL/6 mice) or allogeneic (BALB/c BMDC→C57BL/6 mice) models of IRI. However, multiple *ex-vivo* treatment with rapamycin (3 treatments over 7 days), in addition to reducing the immunogenic responses, also increased mitochondria numbers and function (Seahorse Analyzer) compared to vehicle-treated DCs. These experimental observations suggest DCs with higher mitochondria numbers have the potential to become regulatory, and the transfer of theses DCs may protect kidneys from ischemic injury. As our recent study using FTY720 treated DCs demonstrated [18], pharmacological or mitochondrial transplants that induce higher mitochondria numbers in immune cells (DCs or macrophages) also cause these cells to have an anti-inflammatory phenotype, an effect possibly due to maintenance of mitochondria oxidative phosphorylation (OXPHOS) and with reduced switch to glycolysis for energy after stimulation. To these effects, we exogenously increased mitochondria numbers in DCs to test if higher mitochondria numbers can induce a regulatory phenotype by using mitochondrial transplants. Transfer of these Mito-DCs protected kidneys from IRI; however, unlike Rapa-DCs these Mito-DCs do not have reduced immunogenic responses (MHCII, co-stimulatory molecules and cytokines) after LPS stimulation, possibly indicating that increasing mitochondria copy number can override functional changes induced by exogenous LPS stimulation. In this study and as previously demonstrated [6,7,18], the systemically injected DCs (vehicle-, rapamycin- or mitochondria-treated) at the dose of half-million are predominantly only found in spleen and little to no signal is found in the kidneys. In spleen like FTY720-DCs, rapamycin and mitochondria rich DCs may induce an anti-inflammatory response resulting in protection from kidney IRI. These seminal findings provide novel evidence that suggests increasing mitochondrial numbers (exogenously through mitochondrial transplants or via pharmacological intervention (FTY720 or rapamycin)) in immune cells can be a new therapeutic modality to ultimately regulate their immunologic responses for prevention and/or early treatments of kidney injury. 

## 2. Materials and Methods

### 2.1. Mice

All animal procedures and handling were performed in adherence to the National Institutes of Health Guide for the Care and Use of Laboratory Animals, and Bajwa UTHSC protocol number, 18-080, approval date 09/28/2018 was approved by the University of Tennessee Health Science Center (UTHSC) Institutional Animal Care and Use Committees. Laboratory animal care policies follow the Public Health Service Policy on Humane Care and Use of Laboratory Animals. All results are reported in a manner consistent with ARRIVE guidelines [19]. For all transfer studies C57BL/6J and BALB/c mice were purchased from The Jackson Laboratory (Bar Harbor, ME, USA). Mice were maintained in standard vivarium housing with a 12-hr light/dark cycle on a chow diet and water was freely available.

### 2.2. Renal Ischemia-Reperfusion Injury

All detailed surgical procedures were followed as previously reported [18]. C57BL/6 male mice (8–12 weeks old) were subjected to 26-min bilateral ischemia followed by 20–24 h reperfusion. Briefly, all male mice were anesthetized with an intraperitoneal (i.p.) injection of a ketamine and xylazine mixture, with subcutaneous injection of buprenorphine and placed on a warm pad to maintain body temperature at 34.5–36 °C. Mice were then randomized to the sham or IRI operation condition. Bilateral flank incision was performed. Body temperature was checked and maintained throughout the ischemic period. Sham-operated mice underwent the same procedure except for vessel clamping and closing of surgical wounds. Mice that had one kidney with no reperfusion 24 h after ischemia were excluded from all analysis.

### 2.3. Assessment of Kidney Function and Histology

Blood was collected under anesthesia from the retro-orbital sinus, and plasma creatinine (mg/dL) was determined by using an enzymatic method with minor modifications from the manufacturer’s protocol (Diazyme Laboratories, Poway, CA, USA) and blood urine nitrogen (BUN) and creatinine measurement was performed using a QuantiChrom Urea Assay Kit (DIUR-100, BioAssay Systems, Hayward, CA, USA) as previously described [18,20]. For histology, kidneys were fixed over-night in 4% PLP or 10% formalin and embedded in paraffin. Kidneys were prepared for H&E staining as previously described [18] and photographs were taken with brightness/contrast adjustment made with the EVOS microscope (Thermo Fisher Scientific, Waltham, MA, USA). For quantification of tubular injury score, sections were assessed by counting the percentage of tubules that displayed cell necrosis, loss of brush border, cast formation, and tubule dilation as follows: 0 = normal; 1 = ≤10%; 2 = 10 to 25%; 3 = 26 to 50%; 4 = 51 to 75%; 5 = ≥75%. Five to 10 fields from each outer medulla were evaluated and scored in a blinded manner. The histological change was expressed as acute tubular necrosis (ATN), scored as previously described [7,21]. Apoptotic cells were detected by TUNEL assay (In Situ Cell Death Detection kit, TMR Red; Roche, Basel, Switzerland) according to the manufacturer’s instructions.

### 2.4. Bone Marrow (BM)-Derived-Dendritic Cell (DC) Culture and Adoptive Transfer

8–10 weeks old C57BL/6J or BALB/c WT male mice were used for generating DCs from whole BM precursors [22]. GMCSF-rich supernatant was derived from J558L cells stably transfected with mouse GMCSF. The cell line was a generous gift from Dr. Ira Mellman (Department of Biology, Yale University, New Haven, CT, USA). Briefly, freshly isolated BM was cultured with 6 ng/mL recombinant mouse GMCSF (total of 3 treatments) for 8 days in RPMI 1640 (Invitrogen, Carlsbad, CA, USA). The optimal dose of 10 ng/mL rapamycin was decided after testing various doses (0.1–10 ng/mL). BMDC were treated with 10 ng/mL rapamycin (Sigma, St. Louis, MO, USA) for a total of three treatments or 1-overnight treatment). BMDCs were treated with the TLR4 agonist lipopolysaccharide (LPS; *Escherichia coli* serotype 0111:B4: 100 ng/mL; Sigma-Aldrich); or vehicle (1 × PBS) for 24 h in culture medium for syngeneic studies (C57BL/6J BMDCs→C57BL/6J mice) and left untreated for allogenic studies (BALB/c BMDCs→C57BL/6J mice). Cells were washed, and 0.5 × 10^6^ cells per mouse were intravenously (i.v.) injected into naive mice 1 day before bilateral kidney IRI. BMDCs were labeled with MitoTracker CMXRos Red or MitoTracker Deep Red (100 nM, 30 min @ 37 °C, Invitrogen) or Mitosox (5 µM; 10 min @ 37 °C; Invitrogen).

### 2.5. Quantitative Real-Time PCR

Relative mitochondrial DNA (mtDNA) expression level was measured as previously described [23]. Briefly, total genomic DNA was isolated and equal amounts (5 ng) was used for RTPCR using ND1 as surrogate primers for mtDNA and HK2 primers for nuclear DNA (nDNA) for mouse and ND6 for human mtDNA as previously described [23,24]. Total RNA was isolated and reversed transcribed to cDNA, and RT-PCR was performed as previously described [7,25,26].

### 2.6. Mitochondria Isolation and Quantification

Mitochondria were isolated from HEK293 cells as previously described [18]. Briefly, 60 cm plates of HEK293 cells were collected by adding 5 mL of homogenization buffer (300 mmol/L sucrose, 10 mmol/L HEPES-KOH, 1 mmol/L EGTA-KOH, pH 7.4) with 1 mg Subtilisin A protease from *Bacillus licheniformis* (Sigma-Aldrich). A detailed protocol for mitochondria isolation can be found in our previous published manuscript [18].

### 2.7. Seahorse Flux Bioanalyzer

Seven-day old BMDCs were transferred to a Seahorse 24-well tissue culture plates, and oxygen consumption rate (OCR) was measured, and parameters were calculated as previously described [25] with the following modification. After measuring basal respiratory rate, oligomycin (Sigma; 2 μM), FCCP (Sigma; 1.5 μM; carbonyl cyanide 4-(trifluoromethoxy)-phenylhydrazone (FCCP)), and electron transport chain (complex I and III) inhibitors, rotenone (Sigma; 0.5 μM), and antimycin A (Sigma; 0.5 μM)) were injected sequentially during the assay. Basal mitochondrial respiration, ATP-linked respiration, proton leak (non-ATP linked oxygen consumption), maximal respiration, non-mitochondrial respiration, reserve respiratory capacity, respiratory control ratio, and coupling efficiency were determined in whole cells according to Brand et al. [27]; N = 4–5 wells were used for each experimental group and experiments were repeated a minimum of 3 times.

### 2.8. Flow Cytometric Analysis, Western Blot, and ELISA

Flow cytometry data acquisition was performed on a FACS Calibur (Becton Dickinson, San Jose, CA, USA) with Cytek 8-color flow cytometry upgrade (Cytek Development, Inc., Fremont, CA, USA). Data were analyzed by FlowJo software 9.0 (Tree Star, Ashland, OR, USA) as previously described [6,7,28]. For ELISA media was collected from BMDCs 24 h after treatment with 100 ng/mL LPS. TNFα, IL6, or IL10 levels were measured by using mouse ELISA kits (Invitrogen) following the manufacturer’s protocol and as previously described [18]. Veh- or Mito-DC treated with and without LPS for 6 or 24 h were used to isolated total protein using RIPA lysis buffer supplemented with protease and phosphatase inhibitor cocktail (Thermo Fisher Scientific, Vernon Hills, IL, USA). For GAPDH lysate supernatants were either boiled (10 min at 100 °C) and lysates were left at room temperature for 10 min for rodent OXPHOS cocktail (Abcam, Cambridge, MA, USA) [18]. A more detailed methods have been previously described [18].

### 2.9. Data and Statistical Analysis

GraphPad Prism 8 (GraphPad Inc., San Diego, CA, USA) was used to analyze and present the data. Data were analyzed, after transformation if needed to generate a normal distribution, by 2-tailed *t* test or 1-way ANOVA with post-hoc analysis as appropriate. Two-tailed unpaired *t* test was used for analysis of two groups. *p*≤ 0.05 was used to indicate significance.

## 3. Results

### 3.1. Multiple Treatments with Rapamycin (Rapa-M) Induces Higher Mitochondria Numbers and Less Immunogenic DCs

C57BL/6 WT DCs were isolated and propagated for 8 days in presence of GMCSF and vehicle (1X PBS) or rapamycin (10 ng/mL), total of three treatments. DCs were treated with 100 ng/mL LPS over-night. LPS treated DCs were used for RNASeq or labeled with various mitochondrial dyes. 

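For the RNASeq, poly(A) RNA of bone marrow-derived dendritic cells (BMDCs, dendritic cells grown from mouse bone marrow) was sequenced in 2 conditions with 3 biological replicates each, 6 libraries in all. Veh-DC were propagated for 8 days in GMCSF at 6 ng/mL, and Rapa-M-DC received 3 treatments with rapamycin, an inhibitor of the kinase mTOR, at 10 ng/mL in the same culture. The text gives LPS at 100 ng/mL for the sequenced cells, whereas the sample labels and the supplement's methods name the arms without LPS, which is 0 ng/mL. The LPS status of the sequenced cells is therefore left open in all values given from this experiment. The authors trimmed and quality-filtered the paired-end reads, aligned them to the mouse genome with bowtie2, counted them per gene with htseq-count and compared Rapa-M-DC with Veh-DC in DESeq2. Their deposited table holds the outcome of that comparison and not the counts of each library. For each gene it gives the base mean, which is the mean of the counts over all libraries after scaling each library by its size factor, the log2 fold change of Rapa-M-DC over Veh-DC with its standard error, the Wald statistic, the p-value and the p-value adjusted by the Benjamini-Hochberg method. Reads per library, and with them the depth behind each value, are unknown here, and no spread between replicates other than the fitted standard error could be computed. The number of genes over which p was adjusted was recovered from the listed values. The adjusted p times the rank of the gene, divided by its p, gave 6139 genes. They are called the genes tested here, and genes left out before the adjustment are not counted. The two-sided Wald p recomputed from the log2 fold change and its standard error differed from the listed p by at most 0.271%, which is the rounding of the printed values. The mean of each condition was approximated from the base mean and the fold change with equal weight for both conditions, and where the lower of the means was at or under 3 normalized counts, the fold is given against 3. These folds rest on fitted means and carry the sampling error of the Veh-DC mean, so the 95% interval is given beside them. A fold against 3 is neither an estimate of the change nor a bound on it, and it can lie outside that interval. Intervals of 95% were taken as the log2 fold change plus and minus 1.96 standard errors. All 139 listed gene identifiers and symbols were found in the GENCODE M21 annotation of GRCm38, and coordinates are those of that build.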

The RNASeq data confirmed previous data that rapamycin treatment induces less immunogenic DCs with lower pro-inflammatory cytokines that regulate innate and adaptive immune responses with IL10 as the major changing pathway (Supplementary Material Figure S1A,B and Table S1). 

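Among the cytokine and chemokine genes in the list, Il12b on chromosome 11 (44400063 to 44414033, identifier ENSMUSG00000004296) encodes the p40 subunit of IL12. In the authors' deposited table its log2 fold change was -5.65 with a standard error of 1.31 and an adjusted p of 0.0048 from DESeq2's Wald test. The implied Rapa-M-DC mean of Il12b was 2.02 normalized counts against 101.4 in Veh-DC, which is 33.8-fold lower against the floor of 3, and the 95% interval of its fold change allows as little as 8.49-fold. Il1b on chromosome 2 (129364570 to 129371139, ENSMUSG00000027398) had a log2 fold change of -6.75 with a standard error of 1.87 in the authors' deposited table, and an adjusted p of 0.026 from the same Wald test. Its implied means were 0.687 and 73.9 normalized counts, which makes it 24.6-fold lower against the floor, with an interval that allows as little as 8.47-fold. Exons of Il1b share 25 bp with an antisense gene, Il1bos, on the other strand. Ccl5 on chromosome 11 (83525778 to 83530518, ENSMUSG00000035042) kept an implied mean of 8.95 normalized counts in Rapa-M-DC against 217.1 in Veh-DC, a 24.2-fold difference. The authors' deposited table gives Ccl5 a log2 fold change of -4.60 with a standard error of 1.13 and an adjusted p of 0.011 by DESeq2. Cxcl10 rested on a base mean of 10.1 normalized counts in the authors' deposited table, the lowest of these 4 genes. Against the floor its fold was 6.67, under the 7.58-fold at the near end of its interval, because the floor replaces its implied Rapa-M-DC mean. Its 95% interval ran from -10.84 to -2.92 on the log2 scale, and 133 bp of its exons lie opposite exons of Art3. The intervals of these 4 genes excluded a 2-fold change, but tested against a 2-fold change none of them passed after adjustment over the 6139 genes. The smallest adjusted p in that Wald test among the 4 was 0.473, for Il12b. Il6, Tnf and Il10 were not in the table, so their adjusted p was not under 0.05 or they were not tested, and a change of these genes can neither be given nor excluded. The strand on which reads were counted is not named in the methods. Listed genes that an annotated gene overlaps on the opposite strand had a mean log2 base mean 1.15 above that of the others (two-sided permutation p = 0.00021), but among the lower genes, to which these cytokine genes belong, the difference was 0.52 and not past the threshold (p = 0.104 by the same permutation test). With exon overlaps in place of gene bodies, chosen after seeing the data, it was 0.66 among the lower genes (permutation p = 0.034). Lower genes were also overlapped more often than random lists of the same biotypes, 57.1% against a mean of 39.4% (one-sided permutation p = 0.0003), a comparison added after seeing the data. The paper states that these RNASeq data bear out earlier data that rapamycin induces less immunogenic DCs with lower pro-inflammatory cytokines, and names IL10 as the major changing pathway.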

Compared to vehicle treatment, rapamycin treatment increased mitochondrial content in BMDCs (Figure 1A) as checked with MitoTracker CMXRos Red (50 nM) with and without LPS. Similarly, there was significantly higher labeling with MitoTracker Deep Red (100 nM) and significantly lower labeling with MitoSox (5 µM) and after over-night LPS stimulation in Rapa-M-DC compared to Veh-DC (Figure 1B,C). Semi-quantification of histograms MFI for all mitochondrial dyes (Figure 1D). Additionally, Veh- and Rapa-M-DCs were staining using JC-1 to check if Rapamycin treatment changed the mitochondria membrane potential. Multiple treatment with rapamycin does not change the baseline mitochondria membrane potential compared to vehicle treated control BMDCs as shown by immunofluorescence (Supplementary Material Figure S2A) and flow cytometry (Supplementary Material Figure S2B,C).

Altered mitochondrial function, bioenergetic analysis was evaluated using Seahorse Bioanalyzer. As previously reported [18], LPS blunted oxygen consumption compared to Veh controls in Veh-DCs as expected (Figure 1E, blue to black line). Interestingly, rapa-M-DCs with or without LPS have higher basal OCR (Figure 1E, green to blue line at time zero). Rapa-M-DC demonstrated a failure to increase maximal respiratory capacity after FCCP injection in unstimulated cells that was maintained with LPS stimulation, demonstrating that rapamycin ablates spare respiratory capacity, as our previously reported work with FTY-DC [18]. LPS treated DCs had reduced ATP production as measured by OCR (blue to black) compared to Veh-DCs. Rapa-M-DC demonstrated significantly greater ATP production compared to Veh-DC in both unstimulated and LPS-stimulated DCs (Figure 1F). Rapa-M-DCs displayed elevated mRNA levels for peroxisome proliferator-activated receptor gamma co-activator 1-alpha (*Pgc1a*) compared to Veh-DCs (Figure 1G) and gene expression for *Pgc1a* and mitochondrial transcription factor A (*Tfam*) were maintained in Rapa-M-DCs after LPS stimulation. These data indicate that propagation of BMDCs in the presence of rapamycin increased mitochondrial content, basal OCR, and ATP production.

To test if rapamycin in addition to increasing mitochondria numbers and function also induced a change in DC co-stimulatory molecules after LPS was tested. Interestingly, after LPS treatment, Rapa-M-DC have significantly lower expression levels of co-stimulatory antigen presentation molecules (CD80, CD86 and CD40), MHCII, and PDL1 compared to Veh-DC (Figure 1H, blue vs. red). Interestingly, Rapa-M-DCs had similar expression levels for PDL1 compared to Veh-DCs but had a significant increase in PDL1/CD86 ratio after LPS stimulation compared to LPS treated Veh-DCs where the PDL1/CD86 decreased (Veh/Veh 0.59 ± 0.03 vs. Veh/LPS 0.43 ± 0.002, *p* < 0.001 and Rapa/Veh 0.56 ± 0.001 vs Rapa/LPS 0.73 ± 0.02, *p* < 0.05). No significant changes in CD11c expression were observed between Veh- and Rapa-M-DCs, although Rapa-M-DC had lower side scatter signal indicating the smaller size of cells after LPS stimulation (data not shown). Rapa-M-DCs had higher relative mtDNA/nDNA levels compared to Veh-DCs (105.7 ± 8.7 vs 196.8.9 ± 49.3), demonstrating rapamycin treatment increases DC mitochondria numbers. rapamycin significantly decreased gene expression of LPS-induced *Il6, Il10,* and *Tnfa* and protein concentrations of TNFα and IL6 but maintained higher IL10 levels compared to Veh-DC treated with LPS (Figure 1I–L). Other genes known to be regulated by rapamycin (autophagy or inflammation) are listed in Supplementary Material Table S2. The genes after LPS indicated in green were down-regulated and in red were up-regulated compared to respective vehicle treatment.

### 3.2. Transfer of Rapa-M-DC Protects Kidneys from Ischemic Injury

All DCs were activated with 100 ng/mL LPS prior to transfer in all syngeneic studies (C57BL/6 BMDC→C57BL/6 mice). Half a million DCs were injected 1 day before 26-min bilateral kidney IRI. Schematic of the study design (Figure 2A). As a control, mice were injected with 1 × PBS as no cell (NC) controls. Compared to NC and Veh-DC treated mice, Rapa-M-DC treated mice significantly protected the kidneys from injury, plasma creatinine (Figure 2B); similar changes in BUN were observed in these mice [Sham 41.30 ± 3.4 vs NC 159.75 ± 3.2 vs Veh-DC 151.82 ± 1.5 vs Rapa-M-DC 114.68 ± 16.3; *p* < 0.05 NC or Veh-DC vs Rapa-M-DC]. Morphological changes (Figure 2C,D) paralleled functional studies. Mice treated with Rapa-M-DCs have lower kidney mRNA levels of *Kim1* [Veh-DC 0.016 ± 0.009 vs Rapa-M-DC 0.001 ± 0.002], *Ngal* [Veh-DC 2.14 ± 1.2 vs Rapa-M-DC 0.12 ± 0.09] and *Tnfa* [Veh-DC 0.19 ± 0.15 vs Rapa-M-DC 0.0005 ± 0.0002] compared to Veh-DC treated mice. In these studies, and as demonstrated previously [6,7,17,18], Veh-DC treated mice at a dose of half-million have comparable changes in kidney function and kidney cytokine profile. In syngeneic transfer studies, mice treated with Rapa-M-DCs have reduced apoptosis (terminal deoxynucleotidyl transferase-mediated digoxigenin-deoxyuridine nick-end labeling [TUNEL]) compared to mice treated with Veh-DC (Veh-DC 3.8 ± 1.4 vs Rapa-M-DC 1.1 ± 0.6; *p* < 0.05); representative images from TUNEL analysis are shown in Supplementary Material Figure S3. Interestingly, there were no significant changes in number of infiltrating neutrophils in Rapa-M-DC-treated mice compared to Veh-DC (data not shown), suggesting Rapa-M-DC-treated mice may not have any changes in chemokines, although the function of these infiltrating innate immune cells may be altered.

### 3.3. Single Treatment with Rapamycin (Rapa-S) Induces Less Immunogenic DCs without Altering Mitochondrial Dynamics

We next tested if a single treatment with rapamycin was sufficient to induce a regulatory phenotype thus making the feasibility of inducing regulatory DCs phenotype more clinically relevant. WT DCs were isolated and propagated for 8 days in presence of GMCSF, total of three treatments. Seven-day old DCs were treated with rapamycin (10 ng/mL) before treatment with 100 ng/mL LPS for over-night incubation and labeled next day with MitoTracker CMXRos Red (50 nM). Compared to vehicle treatment, Rapa-S treatment does not change mitochondrial content in BMDCs (Figure 3A) with and without LPS. Similarly, there was no change in labeling with MitoTracker Deep Red (100 nM) and MitoSox (5 µM) and after over-night LPS stimulation in Rapa-S-DC compared to Veh-DC (Figure 3B,C). Semi-quantification of histograms MFI for all mitochondrial dyes (Figure 3D). Similarly, to multiple treatment analysis, Veh- and Rapa-S-DCs were staining using done using JC-1 to check if single rapamycin treatment changes the mitochondria membrane potential. Single treatment with rapamycin does not change the baseline mitochondria membrane potential compared to vehicle treated control BMDCs as shown by immunofluorescence (Supplementary Material Figure S2A) and flow cytometry (Supplementary Material Figure S2B,C). LPS reduced oxygen consumption compared to Veh controls in Veh-DCs as expected (Figure 3E, blue to black line). Rapa-S-DCs had no change in basal OCR (Figure 3E, green to blue line at time zero). When ATP production was quantified, LPS reduced ATP production as measured by OCR (blue to black) in Veh-DCs and Rapa-S-DC (Figure 3F). However, Rapa-S-DCs displayed elevated mRNA levels for *Pgc1a* compared to Veh controls, and these levels were maintained in Rapa-S-DCs after LPS (Figure 3G), little to no change was observed in transcript levels of *Tfam*. Next, we tested if single treatment with rapamycin induced a change in DC co-stimulatory molecules after LPS. Interestingly, after LPS treatment, Rapa-S-DC have significantly lower expression levels of co-stimulatory antigen presentation molecules (CD80, CD86, and CD40), MHCII, and PDL1 compared to Veh-DC (Figure 3H). Rapa-S-DCs had a similar expression level for PDL1 compared to Veh-DCs and had similar significant decreases in PDL1/CD86 ratio after LPS stimulation compared to Veh-DCs (Veh/Veh 0.59 ± 0.03 vs Veh/LPS 0.43 ± 0.002, *p* < 0.001 and Rapa-S/Veh 0.69 ± 0.02 vs Rapa-S/LPS 0.56 ± 0.008, *p* < 0.05). Single treatment with Rapamycin significantly reduced gene expression of LPS-induced *Il6, Il10,* and *Tnfa* along with lower protein concentrations of IL10 with little or no change in TNFα and after treated with LPS (Figure 3I–L). Other known genes to be regulated by Rapamycin (autophagy [*Beclin, Atg7, Atg9, Lc3b and Lamp2*] or inflammation [*Il1b, Il12p40, Tlr4, Nos2, Hif1a and Ho1*]) were only partially regulated compared to vehicle DCs after LPS stimulation (Supplementary Material Table S2).

### 3.4. Transfer of Rapa-S-DC Protects Kidneys from Ischemic Injury

All DCs were activated with 100 ng/mL LPS or treated with rapamycin (10 ng/mL) prior to transfer in all syngeneic studies (C57BL/6 BMDC→C57BL/6 mice). Half a million DCs were injected 1 day before bilateral kidney IRI. Schematic of the study design (Figure 4A). As a control, mice were injected with 1 × PBS as no cell (NC) controls. Compared to Veh-DC treated mice, Rapa-S-DC treated mice significantly protected the kidneys from injury plasma creatinine (Figure 4B); similar changes in BUN were observed in these mice [Veh-DC 151.82 ± 1.5 vs Rapa-S-DC 139.53 ± 3.8]. Morphological changes (Figure 4C,D) paralleled functional studies. Mice treated with Rapa-S-DCs have lower kidney mRNA levels of *Kim1* [Veh-DC 0.016 ± 0.009 vs Rapa-S-DC 0.004 ± 0.002], *Ngal* [Veh-DC 2.14 ± 1.2 vs Rapa-S-DC 0.14 ± 0.008] and *Tnfa* [Veh-DC 0.196 ± 0.15 vs Rapa-S-DC 0.0017 ± 0.001] compared to Veh-DC treated mice.

### 3.5. Allogeneic BMDC Transfer of Rapa-M-DC or Rapa-S-DC Equally Protects Kidneys from Ischemic Injury

Half a million DCs were injected 1 day before bilateral kidney IRI for allogeneic (BALB/C BMDC→C57BL/6 mice) transfer studies. Schematic of the study design (Figure 5A). As a control, mice were injected with 1x PBS as no cell (NC) controls. Compared to Veh-DC treated mice, Rapa-M-DC, or Rapa-S-DC treated mice, significantly protected the kidneys from injury (Figure 5B). Morphological changes (Figure 5C,D) paralleled functional studies. Mice treated with rapamycin DCs have lower kidney mRNA levels of *Kim1* [Veh-DC 0.04 ± 0.02 vs Rapa-M-DC 0.005 ± 0.002 vs Rapa-S-DC 0.005 ± 0.0002], *Ngal* [Veh-DC 0.57 ± 0.3 vs Rapa-M-DC 0.19 ± 0.11 vs Rapa-S-DC 0.05 ± 0.01] and *Tnfa* [Veh-DC 0.037 ± 0.02 vs Rapa-M-DC 0.007 ± 0.003 vs Rapa-S-DC 0.008 ± 0.005] compared to Veh-DC treated mice. In allogeneic transfer studies, mice treated with Rapa-M-DC or Rapa-S-DC have reduced apoptosis TUNEL compared to mice treated with Veh-DC (Veh-DC 16.7 ± 8.2 vs Rapa-M-DC 7.2 ± 2.5 vs Rapa-S-DC 9.1 ± 0.1).

### 3.6. Exogenous Mitochondria Loaded DCs (Mito-DC) with Higher Mitochondrial Dynamics and More Immunogenic Phenotype after LPS Stimulation

WT DCs were isolated and propagated for 8 days in presence of GMCSF, total of 3 treatments. Seven-day old DCs were treated over-night with human exogenous mitochondria (10 µg/mL). Compared to vehicle treatment, mitochondria treated DC Mito-DCs have higher mitochondria. Mitochondria were isolated from HEK293 human cell line. The BMDCs were analyzed for the presence of human mitochondria in mouse WT DCs using human mtDNA primers for NADH dehydrogenase (ND). Relative human [mtDNA] content in Veh-DC was 0.26 ± 0.10 versus 16.8 ± 0.59; *p* < 0.001, an increase of 63-fold in genomic DNA isolated from BMDCs. A limitation of the current assay is that it measures human or moue mtDNA relative to nuclear DNA and the small amount of human mtDNA detected in Veh-DC could be due to minor overlap in the sequence of ND in the PCR assay or possibility since we are showing relative expression to mouse nuclear DNA. To determine if higher mitochondrial content also altered mitochondrial function, bioenergetic analysis was undertaken using Seahorse Bioanalyzer. LPS blunted oxygen consumption compared to Veh controls in Veh-DCs as expected (Figure 6A, blue to black line). Mito-DCs have higher basal OCR (Figure 6A, green to blue line at time zero). Upon treatment with uncoupler FCCP, Mito-DC demonstrated a failure to increase maximal respiratory capacity in unstimulated cells that was maintained with LPS stimulation, demonstrating that treatment with isolated mitochondria ablates spare respiratory capacity (likely because already at maximal OCR in basal state). When ATP production was quantified, LPS reduced ATP production as measured by OCR (blue to black) in Veh-DCs. Mito-DC demonstrated significantly greater basal OCR and ATP production compared to Veh-DC in LPS-stimulated DCs (Figure 6B). Mito-DCs displayed elevated mRNA levels for *Pgc1a* and interestingly significantly lower *Tfam* compared to Veh controls (Figure 6C). The differences in *Pgc1a* and *Tfam* in these set of experiments after LPS stimulations compared to data in Figure 1 and Figure 3 are possibly due to use of BALB/c BMDCs. Compared to C57BL/6 BMDCs, DCs from BALB/c have significant changes in mitochondria and cytokine production after stimulation [29,30]. Possibility due to these changes in DCs, historically we have used a higher ischemic time in BALB/c mice compared to C57BL/6 to have similar kidney injury [6,18]. These data indicate that transfer of exogenous healthy mitochondria results in increased mitochondrial content, basal OCR, and ATP production. This suggests the potential for an anti-inflammatory phenotype in DCs after treatment with exogenous mitochondria, as shown in our previous study [18]. Next, we test if DCs treated with exogenous mitochondria that results in increased mitochondrial numbers and function also induced a change in DC co-stimulatory molecules after LPS. Remarkably, with and without LPS stimulation, Mito-DC have significantly higher expression levels of co-stimulatory antigen presentation molecules (CD80, CD86 and CD40), MHCII, and PDL1 compared to Veh-DC (Figure 6D). Furthermore, Mito-DCs had higher expression level for PDL1 compared to Veh-DCs; however, they also had an increase in PDL1/CD86 ratio after LPS stimulation compared to LPS treated Veh-DCs (data not shown). Mito-DC had significantly blunted gene expression of LPS-induced *Tnfa,* but higher gene expression of *Il6* and *Il10* compared to Veh-DC and lower protein concentrations of TNFα and IL10 but maintained higher IL6 levels compared Veh-DC treated with LPS (Figure 6E–H). Other genes known to be regulated by mitochondria (autophagy [*Beclin, Atg7, Atg9, Lc3b and Lamp2*] or inflammation [*Il1b, Il12p40, Tlr4, Nos2, Hif1a and Ho1*]) were partially regulated after LPS stimulation (Supplementary Material Table S3). Veh-DC and Mito-DCs were treated with LPS for 6 and 24 h. Relative changes in mitochondrial complex were measured. Mito-DC treated with and without LPS have significantly higher protein levels of the mitochondrial complexes IV, II, and I and significantly lower levels of Complexes V and III compared to Veh-DCs (Figure 6I). Semi-quantitative analysis of relative protein expression of mitochondrial complexes to GAPDH (Figure 6J). Full length blots are provided as supplementary figures (Supplementary Material Figures S4–S7).

### 3.7. Allogeneic BMDC Transfer of Mito-DC Protects Kidneys from Ischemic Injury

Half a million DCs were injected 1 day before bilateral kidney IRI for Mito-DC allogeneic (BALB/C BMDC→C57BL/6 mice) transfer studies. Schematic of the study design (Figure 7A). As control, mice were injected with 1x PBS as no cell (NC) controls. Compared to Veh-DC treated mice, Mito-DC treated mice significantly protected the kidneys from injury (Figure 7B). Morphological changes (Figure 7C,D) paralleled functional studies. Mice treated with Mito-DCs have lower kidney mRNA levels of *Kim1* [Veh-DC 0.04 ± 0.02 vs Mito-DC 0.02 ± 0.01], *Ngal* [Veh-DC 0.57 ± 0.3 vs Mito-DC 0.39 ± 0.20] and *Tnfa* [Veh-DC 0.037 ± 0.02 vs Mito-DC 0.0028 ± 0.0013] compared to Veh-DC treated mice. In allogeneic transfer studies, mice treated with Mito-DC have reduced apoptosis TUNEL compared to mice treated with Veh-DC (Veh-DC 16.7 ± 8.2 vs Mito-DC 3.0 ± 1.2).

## 4. Discussion

In the current study we demonstrated protection from kidney IRI induced by adoptive transfer of rapamycin-treated DCs (either single or multiple times) alternatively regulates DC function that is dependent on relative changes in mitochondria dynamics. Both single and multiple treatment(s) with rapamycin induces reduced immunogenic (lower cytokines and co-stimulatory molecules) DCs. Transfer of either Rapa-M-DCs or Rapa-S-DCs protects the kidneys from ischemic reperfusion injury, indicating the reduced immunogenic state of rapamycin modified DCs induces the protection. Furthermore, transfer of Veh-DC that had transient increases in mitochondria numbers also protects kidneys from IRI (Figure 8A–D)). From these studies we can conclude that injection of less immunogenic DCs is central to inducing protection from IRI a process that can be achieved by pharmacological treatment (rapamycin) or via transfer of healthy exogenous mitochondria. 

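Of the genes that the paper measured in Veh-DC and Rapa-M-DC by qPCR, ELISA or flow cytometry, 20 were looked up, and 3 of them were past the adjusted p threshold in the RNASeq comparison. These were Il12b, Il1b and Cd86, a co-stimulatory molecule. The paper's qPCR also gives lower Il1b in Rapa-M-DC with and without LPS, and lower Il12b (Il12p40) with LPS. Without LPS its Il12b means were nearly equal. Each of these qPCR differences was smaller than the near end of the RNASeq interval, 8.49-fold for Il12b and 8.47-fold for Il1b. In the authors' deposited table, Cd86 (ENSMUSG00000022901, chromosome 16, 36603869 to 36666081) had a log2 fold change of -2.84 with a standard error of 0.81 and an adjusted p of 0.032 by DESeq2. Its 95% interval ran from -4.42 to -1.26, and its implied means were 9.12 normalized counts in Rapa-M-DC and 65.3 in Veh-DC. With Benjamini-Hochberg adjustment over all 55450 annotated genes in place of the 6139 tested, the adjusted p of Cd86 was 0.288. Cd80, Cd40, Cd274 (PDL1), Il10, Ppargc1a (Pgc1a) and Tfam were among the genes not in the table. Itgax (CD11c) and the MHCII genes, which are outside the 20, were not in the table either. The table holds no gene with an adjusted p of 0.05 or more.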

As previously reported [31] and confirmed in our RNAseq studies, overall, there is no clear tolerogenic signature associated with rapamycin-modulated DCs. 

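Of the 139 genes in the list, 18 belong to the TNF or IFNγ genes that the supplement names, and the other 121 do not. The supplement gives those genes as a partial list, so the 121 may hold further genes of these pathways. The gene with the smallest p was Fam98c (ENSMUSG00000030590, chromosome 7, 29152510 to 29156234), which was 7.79-fold higher in Rapa-M-DC. In the authors' deposited table its log2 fold change was 2.96 with a standard error of 0.44 and an adjusted p of 1.69e-07 by DESeq2. Fam98c came nearest to passing the Wald test against a 2-fold change, with an adjusted p of 0.0631. It lies on the minus strand and shares 978 bp of exons with Rasgrp4 on the plus strand. Dnah14, Adra2a, Bysl and LTO1 followed among the higher genes and were from 3.80-fold (Bysl) to 12.6-fold (Adra2a) higher. Among the lower genes the smallest p belonged to Gm16096, a non-coding transcript opposite Clmp, which was 10.3-fold lower. Cyren, the pseudogenes Gm31544 and Gm21370, and Irf8 completed the 5 lower genes with the smallest p. Irf8, a transcription factor gene of the IFNγ list, was 10.4-fold lower with a 95% interval from -4.84 to -1.92 on the log2 scale. Apart from Adra2a and Irf8, each of these genes is overlapped by an annotated gene on the opposite strand. Reads of the 2 pseudogenes could also come from near-identical copies, so their values are uncertain.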

Although rapamycin DCs do show some significant changes in genes after LPS stimulation compared to vehicle DCs, these were limited to Rapa-M-DCs having lower cytokine-mediated signaling and cytokine production (TNF-signaling via NF-ĸB and IFNγ production) all critical in both innate and adaptive immune responses. As previously reported and confirmed in our study, IL-10 signaling was identified as the major pathway that was different in rapamycin-treated DCs with FDR of 5.87 × 10^−4^ (Supplementary Material Figure S1), a hallmark cytokine of tolerogenic signature in DCs.

Historically, tolerogenic DCs (Tol-DC) are identified as being maturation-impaired or semi-immature with low expression of co-stimulatory (CD80, CD86, CD40) with increased IL10 production accompanied by low IL12 and IFNγ secretion, a lower ability to prime T cells and potential to induce Treg after a proinflammatory stimulation [32,33]. Regulatory or tolerogenic DCs can be differentiated in vitro by using immunosuppressant drugs or compounds like FTY720 [18] or rapamycin (the current study), or anti-inflammatory cytokines like IL10 [34] or through genetic modification.

### 4.1. Role of Dendritic Cells in Acute Kidney Injury (AKI)

Although major pharmacological advances have been made for prevention or treatment various injuries none are available for AKI, thus it remains as a major health burden [35]. Furthermore, for preventing or reducing adaptive immune responses mediated allograft rejection or autoimmune disease use non-specific immunosuppressive drugs is associated with adverse side effects. Thus, use of an immune cell type like DCs that can target innate and adaptive immune responses is advantages. Additionally, DCs are important cells in immunity or tolerance, and the idea of using *ex-vivo* regulatory or tolerized DCs in cell-based therapies for cancer, autoimmune disorders and transplantation has been under investigation [36]. Pharmacological (FTY720 [18]) or biological strategies (genetically modified) induce regulatory or tolerogenic DCs (Tol-DC) [37], which are either maturation-resistant or have lower maturation levels or are alternatively activated that ultimately express low levels of MHC I or MHC II and co-stimulatory molecules like CD40, CD80, and CD86. Using CD11c-DTR transgenic mice we have previously published studies that demonstrated that depletion of DCs with diphtheria toxin significantly protected mouse kidneys from ischemia reperfusion injury (IRI) [7,38], and conversely a dose-dependent increase in DC numbers exacerbated kidney injury [7], suggesting that DCs could play a major role in regulating AKI. It is worth mentioning that in AKI, the model of AKI that is utilized (chemotherapy using cisplatin or ischemia) dictates the role DCs play to alter immunological responses. In cisplatin induced AKI, DC ablation either by using transgenic mice or via liposomal chlodronate injection results in more injury as IL-10 produced from DCs in this model is ultimately necessary to dampen nephrotoxic injury [39,40].

### 4.2. Rapamycin: Inflammation, Immune Cells, Ischemia Reperfusion Injury (IRI)

Previously published studies have demonstrated a protective role of rapamycin in AKI models using IRI studies that involved regulating NKT cell infiltration and function thereby ameliorating kidney injury [41], in this study mice were orally treated three times with rapamycin 24 h, 1 h before ischemia and 12 h after ischemia. Chronic oral dosing of mice one day before kidney IRI and every day after (up to 7 days) resulted in higher kidney injury due to inhibition of renal tubular cell proliferation at 1 and 3 days after ischemia [42]. This was evident as in a mouse model of unilateral ureteral obstruction (UUO), where rapamycin treatment ameliorated kidney fibrosis by directly inhibiting mTOR signaling in myofibroblasts and interstitial macrophages [43]. These studies suggest rapamycin may have opposing effects in various acute versus chronic kidney models. However, various studies have reported a detrimental role for rapamycin in animal models of IRI. Oral dosing with rapamycin (4 mg/day) for 7 days in Yorkshire pigs impaired endothelial-dependent vasorelaxation and increased myocardial necrosis in a model of coronary artery occlusion [44]. However, in mice, acute treatment with rapamycin (one hour before ischemia, intraperitoneal injection) induced cardio-protection by regulating JAK2-STAT3 signaling to protect against myocardial infarction [45]. Depending on the route (gavage or subcutaneous or intraperitoneal), dosing (0.1–6 mg/kg/day), timing (early or delayed) [46], and type of model used (heart [47], liver [48] or kidney [41,49]), rapamycin has been shown to be protective [47] or not protective [50].

### 4.3. Cell Therapy and Rapamycin

The propagation of mouse BMDCs or human CD14^+^ monocytes that we consider chronic induced an alternative protective or regulatory phenotype in DCs that regulated both innate and adaptive immune responses. In lethal graft-versus-host disease, DCs generated with rapamycin had decreased MHC II and co-stimulatory molecules but had a higher population of IL12 producing after LPS stimulation. These IL12 producing Rapa-M-DC enhanced alloreactive T cell apoptosis, a mechanism that involved IFNγ [51]. Similarly, CD14^+^ monocytes propagated in the presence of rapamycin also produced higher IL12p70 along with IL27 levels that regulated NK cell function, thus changing allogeneic T cell responses through IFNγ [52]. In kidney, transfer of rapamycin-treated Tregs had markedly suppressed T cell, myeloid cell, and myofibroblast responses, resulting in improved acute and chronic kidney disease compared to direct treatment of mice with Rapamycin [53]. Similarly, adoptive transfer of rapamycin-treated myeloid-derived suppressor cells (MDSCs) into mice improved kidney function with diminished histological damages, and immune cell infiltration [54]. These studies provide evidence that cell therapy that involves treatment of cells with rapamycin prior to injection avoids adverse side effects that might be associated with systemic rapamycin treatment. Additionally, we have tested the use of metformin or compounds like 5-aminoimidazole-4-carboxamide-1-β-4-ribofuranoside (AICAR) to induce a regulatory phenotype in mouse DCs to test their role in altering kidney IRI. Like the dosing strategy used with rapamycin (Rapa-S-DC), we treated BMDCs with low doses of metformin (1 mM) or AICAR (1 mM) at day 7 along with LPS. We systemically injected 0.5 x 10^6^ of either metformin-DCs or AICAR-DCs one day before kidney IRI. Mice treated with either metformin-DCs or AICAR-DCs were significantly protected compared to either NC or Veh-DCs treated mice (unpublished observations, Bajwa lab). Thus, multiple drugs or compounds that induce metabolic changes or activate the AMPK pathway might be worth testing by either alone or in combination. It is worth noting that using multiple combination of drugs or compounds (metformin or AICAR) that could potentially complement the protecting effects of rapamycin is yet to be explored when evaluating their use in BMDCs. In cancer cells, combining AICAR with rapamycin enhances the efficacy of rapamycin to further suppress mTORC2 to induce apoptosis [55]. In T cells, combination use of metformin and rapamycin has also been tested as potential metabolic checkpoint regulator to influence T cell function [56]. Thus, these combination therapeutic modalities should be tested in the future with tolerogenic or regulatory BMDCs as potential direct or indirect regulators of the metabolic checkpoints.

### 4.4. Rapamycin: Role of Mitochondria in Dendritic Cells and Macrophages

DC and macrophage functions are regulated by mitochondrial metabolism. Type 1 macrophages [57,58] and immunogenic DCs (TLR-mediated activation) have metabolic transition in which mitochondrial oxidative phosphorylation is inhibited by endogenously synthesized nitric oxide (NO) and commitment to high aerobic glycolytic rates [59]. The activation of DCs or macrophages by several TLR agonists (LPS or CpG) leads to a rapid increase in glycolysis, followed by a decrease in OXPHOS and mitochondrial membrane potential [59,60,61]. Some role for mitochondria has been demonstrated with DCs treated *in-vitro* with vitamin D; these DCs have increased OXPHOS, mitochondrial mass, and mROS production [62], our recent study using FTY720 [18] showed similar changes in DC (higher OXPHOS and less immunogenicity), acute treatment with rapamycin has been shown to extend the cellular lifespan of DCs that was dependent of preservation of mitochondrial function [10] through inhibition of NO. Contrary to increasing the life span of DCs, the same groups also reported that acute or brief exposure to rapamycin in DCs also makes them potent activators of antigen specific CD8+ T cells, thus enhancing control of B16 melanoma as vaccination in mice [63]. Acute treatment (90 min) of human monocyte derived DCs with rapamycin suppresses LPS induced immunostimulatory molecules and allo-stimulatory potential that involved the inability of treated DCS to augment NF-ĸB signaling [64]. In macrophages, rapamycin suppresses the production of IL1β and IL-18 after LPS stimulation, a process that also involves reducing mitochondrial ROS (mtROS) by directly inhibiting NLRP3 inflammasome-p38 MAPK-NF-ĸB pathways [65]. rapamycin-conditioned DC (Rapa-DC) from mice and humans behave differently, compared to mouse Rapa-DC, human Rapa-DC have proven to be partially resistant to maturation after proinflammatory cytokines and display heterogeneity in regulating effector T-cell expansion and function [66]. Much of the immunoregulatory properties of rapamycin-conditioned monocyte-derived DCs and their role in transplantation has been elegantly reviewed by Macedo et al. [67].

Our current findings indicate that single or multiple rapamycin treated DCs have a reduced immunogenic and immunostimulatory phenotype after LPS stimulation. Transfer of these DCs protects kidneys from IRI. Rapamycin alternatively regulates mitochondria dynamics; only multiple treatment induces higher mitochondria numbers. These data suggest that DC mitochondrial dynamics (higher mitochondria content), along with less immunogenic phenotype induced by rapamycin, cooperatively protect kidneys from ischemic injury. Although more interestingly, our data with exogenous mitochondria treated DCs indicates that higher mitochondria numbers can overcome the more immunogenic state of DCs after LPS stimulation to also protect kidneys from IRI. It will be interesting to confirm if higher mitochondria numbers in DCs alter T cell responses, DCs do have the ability to alter immune response as our previous study indicated. Our preliminary data indicates, in allogenic T cell proliferation studies, DCs with higher mitochondria numbers do suppress CD4 T cell proliferation in mixed lymphocyte reactions (MLR, data not shown). It is currently unclear if DCs with higher mitochondrial numbers can induce a Treg response that could positively contribute to protecting kidneys from IRI. These will be the focus of our next studies.

## 5. Conclusions

In summary, we have demonstrated that BMDCs can regulate kidney injury by a mechanism that involves mitochondria biogenesis either by multiple treatments with rapamycin or exogenously increasing mitochondria numbers by using exogenous mitochondria. We conclude that regulatory DCs (DCs with higher mitochondria numbers) may be useful in kidney IRI as well as in other inflammatory states such as transplantation and autoimmune disorders to prevent or treat injury.

## Figures and Tables

**Figure 1:**
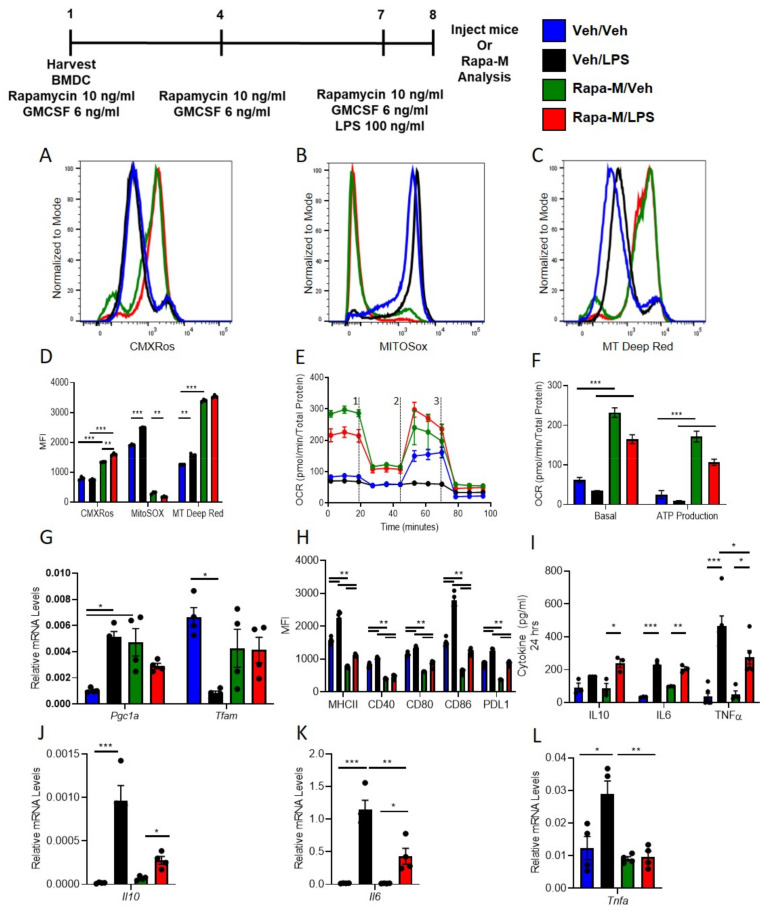
Rapamycin treatment induces less immunogenic DCs that maintain higher mitochondrial dynamics after LPS stimulation. Histograms of 8-day old Veh-DC and Rapa-M-DC were treated with 100 ng/mL LPS for 24 h or left unstimulated (Veh) and labeled with (**A**) MitoTracker CMXRos (50 nM) or (**B**) MitoSox (5 µM) or (**C**) MitoTracker Deep Red (100 nM). (**D**) Semi-quantified analysis of MFI of mitochondria dyes labeled flow cytometry data. (**E**) DCs were seeded in a Seahorse XF-24e analyzer, stimulated with and without LPS for 24 h, and oxygen consumption rate (OCR) was determined during sequential treatments with oligomycin (1), FCCP (2) and antimycin A/rotenone (3). (**F**) Quantification of basal OCR and ATP production. (**G**) mRNA levels of *Pgc1a* and *Tfam* in Veh-DC and Rapa-M-DC treated with 100 ng/mL LPS or left unstimulated for 24 h. (**H**) Flow cytometry analysis of MHC II, co-stimulatory molecules (CD40/80/86) and PDL1 expression was determined with and without LPS stimulation. (**I**) ELISA of IL10, IL6, and TNFα from the Veh-DC and Rapa-M-DC treated with 100 ng/mL LPS for 24 h. (**J**–**L**) mRNA levels of *Il10, Tnfa, and Il6* in Veh-DC and Rapa-M-DC treated with 100 ng/mL LPS or left unstimulated for 24 h. * *p* ≤ 0.05, ** *p* ≤ 0.01, and *** *p* ≤ 0.001, one-way ANOVA followed by Tukey’s post-test. Data represent means ± SEM of triplicates.

**Figure 2:**
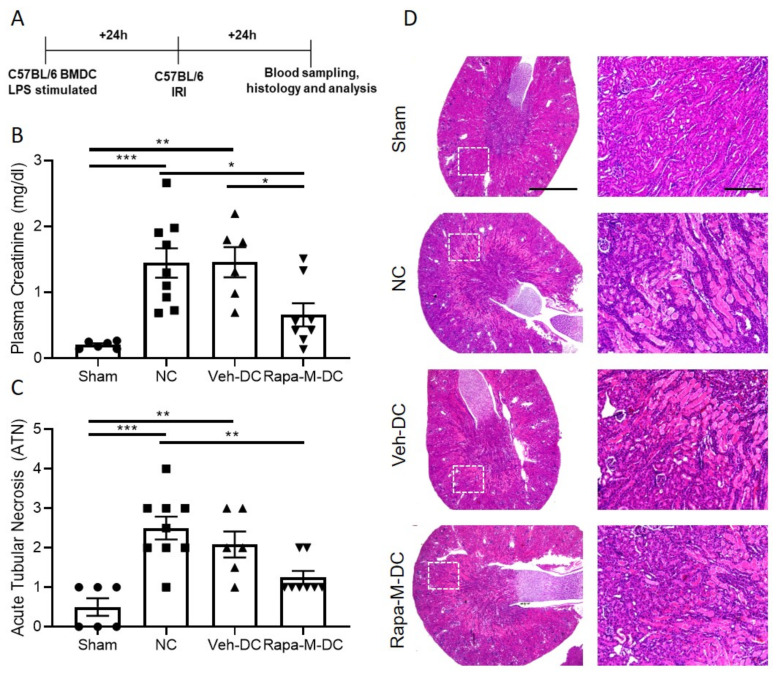
Pretreatment with Rapa-M-DCs protects kidneys from ischemia reperfusion injury in syngeneic transfer studies. Mice were intravenously (i.v.) injected with 0.5 × 10^6^ DCs (Veh-DC or Rapa-M-DC) that were LPS stimulated over-night and as control no cells (NC) one day before bilateral kidney IRI. (**A**) Protocol for experimental setup. (**B**) Plasma Creatinine (**C**,**D**) Quantification of acute tubular injury (ATN) and renal histology (H&E). Scale bar (whole kidney section), 1000 µm and box inset, 200 µm. Data represent means ± SEM, * *p* ≤ 0.05, ** *p* ≤ 0.01, and *** *p* ≤ 0.001 one-way ANOVA followed by Tukey’s post-test.

**Figure 3:**
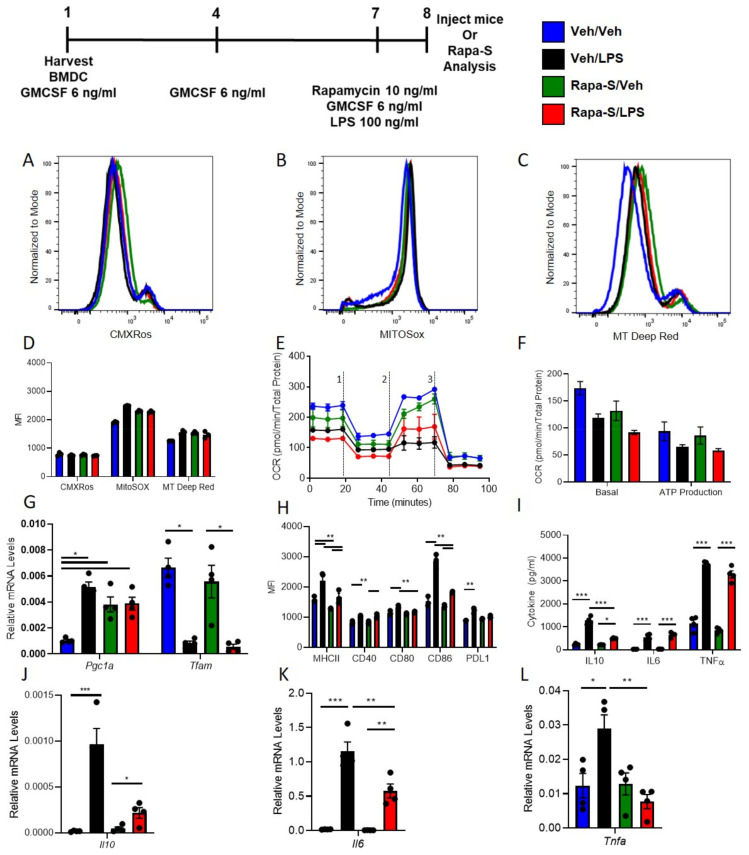
Single rapamycin, Rapa-S treatment induces less immunogenic DCs without higher mitochondrial dynamics after LPS stimulation. Histograms of 8-day old Veh-DC and Rapa-S-DC were treated with 100 ng/mL LPS for 24 h or left unstimulated (Veh) and labeled with (**A**) MitoTracker CMXRos (50 nM) or (**B**) MitoSox (5 µM) or (**C**) MitoTracker Deep Red (100 nM). (**D**) Semi-quantified analysis of MFI of mitochondria dyes labeled flow cytometry data. (**E**) DCs were seeded in a Seahorse XF-24e analyzer, stimulated with and without LPS for 24 h, and oxygen consumption rate (OCR) was determined during sequential treatments with oligomycin (1), FCCP (2) and antimycin A/rotenone (3). (**F**) Quantification of basal OCR and ATP production. (**G**) mRNA levels of Pgc1a and Tfam in Veh-DC and Rapa-S-DC treated with 100 ng/mL LPS or left unstimulated for 24 h. (**H**) Flow cytometry analysis of MHC II, co-stimulatory molecules (CD40/80/86), and PDL1 expression were determined with and without LPS stimulation. (**I**) ELISA of IL10, IL6, and TNFα from the Veh-DC and Rapa-S-DC treated with 100 ng/mL LPS for 24 h. (**J**–**L**) mRNA levels *of Il10, Tnfa*, and *Il6* in Veh-DC and Rapa-S-DC treated with 100 ng/mL LPS or left unstimulated for 24 h. * *p* ≤ 0.05, ** ≤ 0.01, and *** *p* ≤ 0.001, one-way ANOVA followed by Tukey’s post-test. Data represent means ± SEM of triplicates.

**Figure 4:**
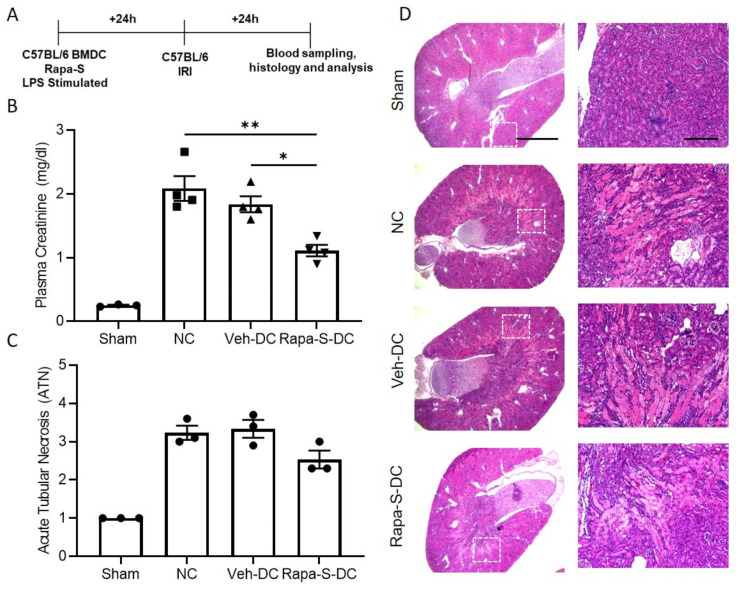
Pretreatment with Rapa-S-DC protects kidneys from ischemia reperfusion injury in syngeneic transfer studies. Mice were intravenously (i.v.) injected with 0.5 × 10^6^ DCs (Veh-DC or Rapa-S-DC) that were LPS stimulated over-night and as control no cells (NC) one day before bilateral kidney IRI. (**A**) Protocol for experimental setup. (**B**) Plasma creatinine (**C**,**D**) Quantification of acute tubular injury (ATN) and renal histology (H&E). Scale bar (whole kidney section), 1000 µm and box inset, 200 µm. Data represent means ± SEM, * *p* ≤ 0.05, and ** *p* ≤ 0.01, one-way ANOVA followed by Tukey’s post-test.

**Figure 5:**
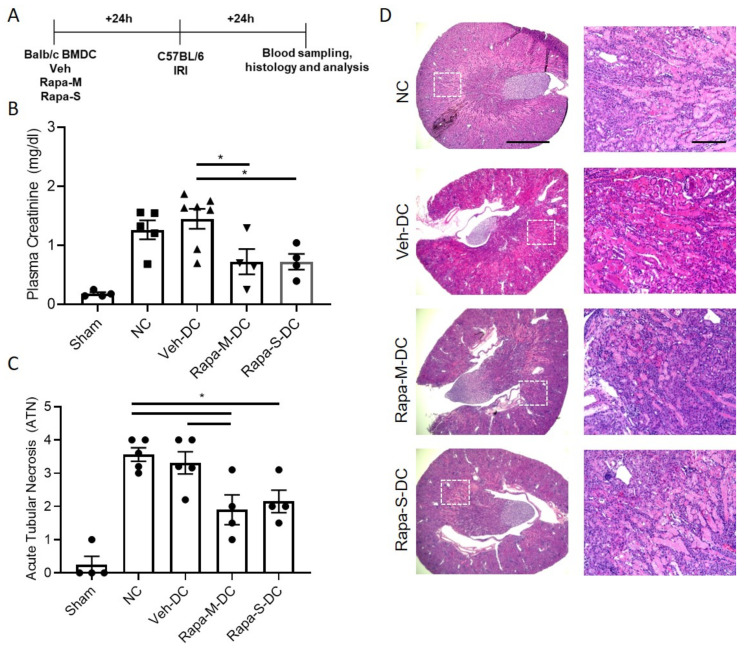
Pretreatment with either Rapa-M-DC or Rapa-S-DC protects kidneys from ischemia reperfusion injury in allogeneic transfer studies. Mice were intravenously (i.v.) injected with 0.5 × 10^6^ DCs (Veh-DC or Rapa-M-DC or Rapa-S-DC) and as control no cells (NC) one day before bilateral kidney IRI. (**A**) Protocol for experimental setup. (**B**) Plasma Creatinine (**C**,**D**) Quantification of acute tubular injury (ATN) and renal histology (H&E). Scale bar (whole kidney section), 1000 µm and box inset, 200 µm. Data represent means ± SEM, * *p* ≤ 0.05, one-way ANOVA followed by Tukey’s post-test.

**Figure 6:**
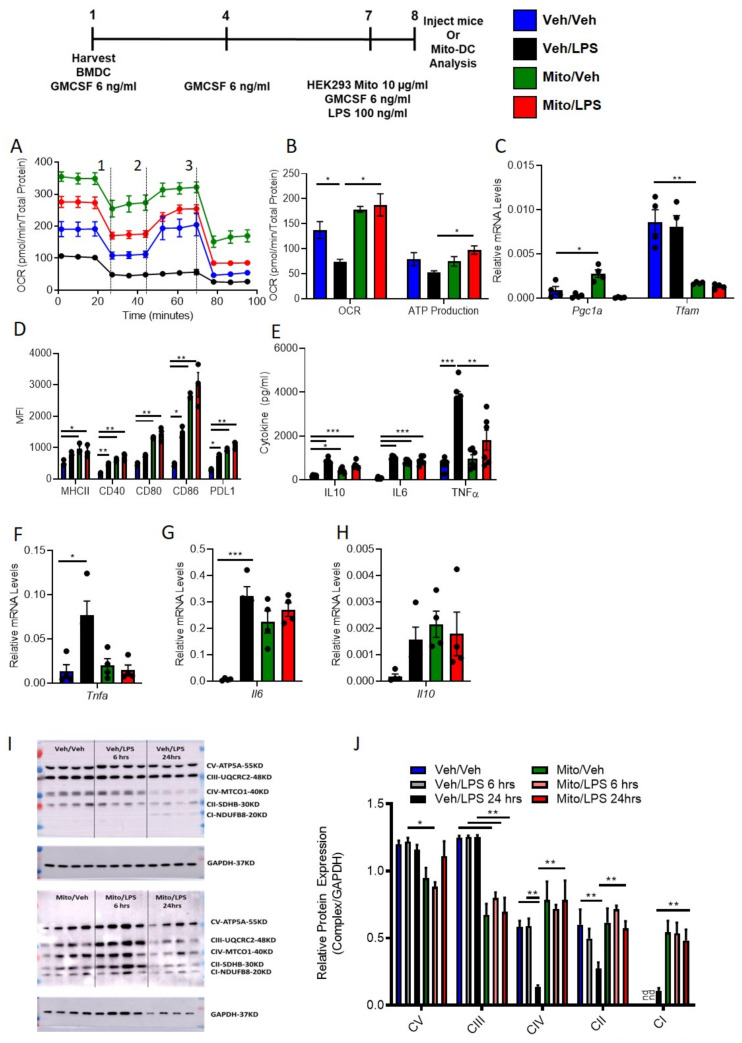
Mitochondria loaded DCs (Mito-DC) have higher mitochondrial function and immunogenicity after LPS stimulation compared to Veh-DCs. Seven-day old Veh-DC and were incubated with 10 µg/mL HEK293 mitochondria one day before treatment with 100 ng/mL LPS for additional 24 h or left unstimulated (Veh). (**A**) 24 h after addition of mitochondria, DCs were seeded in a Seahorse XF-24e analyzer, stimulated with and without LPS for 24 h, and oxygen consumption rate (OCR) was determined during sequential treatments with oligomycin (1), FCCP (2) and antimycin A/rotenone (3). (**B**) Quantification of basal OCR and ATP production. (**C**) mRNA levels of *Pgc1a* and *Tfam* in Veh-DC and Mito-DC treated with 100 ng/mL LPS or left unstimulated for 24 h. (**D**) Flow cytometry analysis of MHCII, co-stimulatory molecules (CD40/80/86) and PDL1 expression was determined with and without LPS stimulation. (**E**) ELISA of IL10, IL6, and TNFα from the Veh-DC and Mito-DC treated with 100 ng/mL LPS for 24 h. (**F**–**H**) mRNA levels of *Tnfa, Il6*, and *Il10* in Veh-DC and Mito-DC treated with 100 ng/mL LPS or left unstimulated for 24 h. Data represent means ± SEM, * *p* ≤ 0.05, ** *p* ≤ 0.01, and *** *p* ≤ 0.001, one-way ANOVA followed by Tukey’s post-test. Data represent means ± SEM of triplicates.

**Figure 7:**
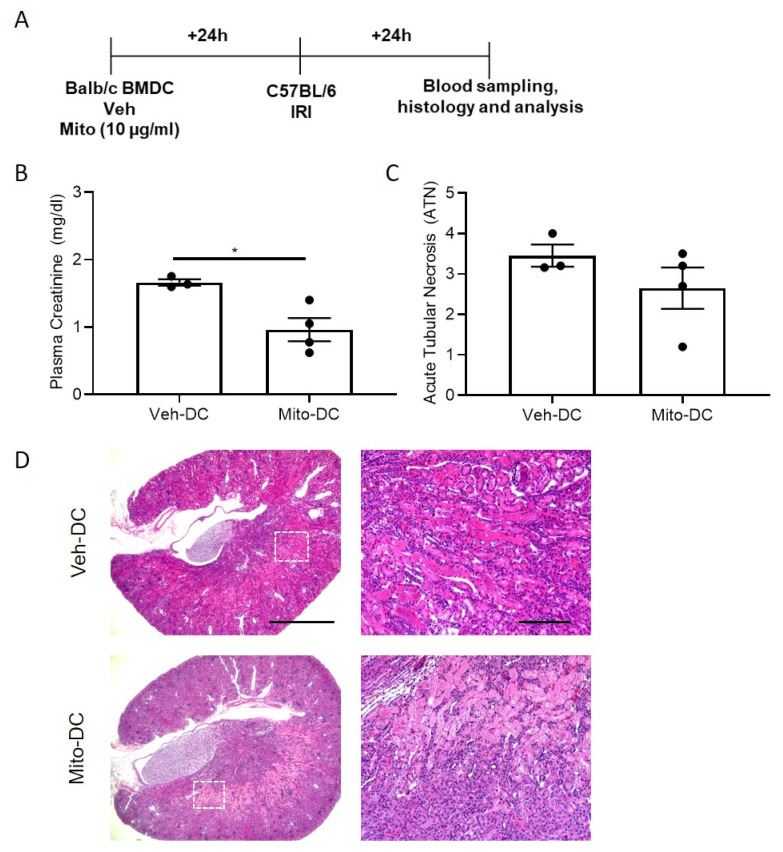
Pretreatment with either Mito-DC protects kidneys from ischemia reperfusion injury in allogeneic transfer studies. Mice were intravenously (i.v.) injected with 0.5 × 10^6^ DCs (Veh-DC or Mito-DC) one day before bilateral kidney IRI. (**A**) Protocol for experimental setup. (**B**) Plasma creatinine (**C**,**D**) Quantification of acute tubular injury (ATN) and renal histology (H&E). Scale bar (whole kidney section), 1000 µm and box inset, 200 µm. * *p* ≤ 0.05, student t test. Data represent means ± SEM, Unpaired t-test.

**Figure 8:**
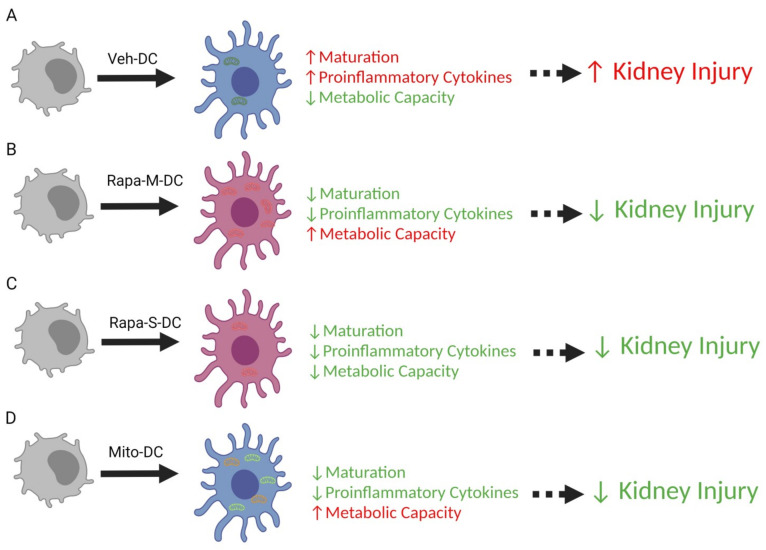
Model summarizing the change in bone marrow dendritic cells conditioned with rapamycin or treated with exogenous mitochondria protect kidneys from ischemic reperfusion injury. (**A**) Dendritic cells propagated for 8 days in GMCSF have higher maturation (MHCII, CD40, CD80, CD86) and pro-inflammatory cytokines (TNFα, IL1β, IL12p40, IL6) and lower metabolic capacity (mitochondrial oxygen consumption rate) after overnight treatment with 100 ng/mL LPS stimulation. Systemic transfer of 0.5 × 10^6^ DCs one day before bilateral kidney IRI results in higher kidney injury. (**B**) Dendritic cells propagated for 8 days in GMCSF and three treatments with rapamycin have lower maturation (MHCII, CD40, CD80, CD86) and proinflammatory cytokines (TNFα, IL1β, IL12p40, IL6) and higher metabolic capacity (mitochondrial oxygen consumption rate) after overnight treatment with 100 ng/mL LPS stimulation. Systemic transfer of 0.5 × 10^6^ DCs one day before bilateral kidney IRI results in lower kidney injury compared to mice treated with PBS or Veh-DC (**A**). (**C**) Dendritic cells propagated for 8 days in GMCSF and 1 overnight treatment with rapamycin have lower maturation (MHCII, CD40, CD80, CD86) and proinflammatory cytokines (TNFα, IL1β, IL12p40, IL6) and lower metabolic capacity (mitochondrial oxygen consumption rate) after overnight treatment with 100 ng/mL LPS stimulation. Systemic transfer of 0.5 × 10^6^ DCs one day before bilateral kidney IRI results in lower kidney injury compared to mice treated with PBS or Veh-DC (**A**). (**D**) Dendritic cells propagated for 8 days in GMCSF and one overnight treatment with exogenous mitochondria have lower maturation (MHCII, CD40, CD80, CD86) and proinflammatory cytokines (TNFα, IL1β, IL12p40, IL6) and higher metabolic capacity (mitochondrial oxygen consumption rate) after overnight treatment with 100 ng/mL LPS stimulation. Systemic transfer of 0.5 × 10^6^ DCs one day before bilateral kidney IRI results in lower kidney injury compared to mice treated with PBS or Veh-DC (**A**). The figure was created by the authors with BioRender.com.

## Data Availability

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO series accession number GSE158161 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE158161, accessed on 20 April 2021).

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ijms22105386/s1.

# Supplementary material for: Rapamycin Alternatively Modifies Mitochondrial Dynamics in Dendritic Cells to Reduce Kidney Ischemic Reperfusion Injury
**Source:** Int J Mol Sci. 2021 May 20;22(10):5386. doi: 10.3390/ijms22105386
**Supplement:** Supplementary file 1

# **Rapamycin Alternatively Modifies Mitochondrial Dynamics in Dendritic Cells to Reduce Kidney Ischemic Reperfusion Injury**

Maria Namwanje<sup>1,2,5</sup>, Bijay Bisunke<sup>2</sup>, Thomas V. Rousselle<sup>5</sup>, Gene Lamanilao<sup>5</sup>, Venkatadri S. Sunder<sup>3</sup>, Elizabeth C. Patterson<sup>5</sup>, Canan Kuscu<sup>5</sup>, Cem Kuscu<sup>5</sup>, Daniel Maluf<sup>5</sup>, Manjari Kiran<sup>3</sup>, Valeria Mas<sup>5</sup>, James D. Eason<sup>5</sup> and Amandeep Bajwa<sup>2,4,5,\*</sup>

United States

Hyderabad, India

## 1. Supplemental Results

### 1.1 Rapamycin induces less immunogenic DCs

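The deposited list was recounted and its p-values recomputed. Adjusting the listed p over the 6139 genes that the list implies gave 139 genes with an adjusted p under 0.05, of which 84 were lower and 55 higher in Rapa-M-DC. The product of adjusted p and rank divided by p was 6139 at the last gene too, so no gene with an adjusted p under 0.05 had been removed by the fold-change filter. The smallest absolute log2 fold change was 1.07. Lower genes had a median log2 fold change of -3.64, or -2.90 with the 43 genes at or under 3 normalized counts in Rapa-M-DC set to their fold against 3. Higher genes had a median of 1.97. The median standard error was 0.98 for the lower and 0.49 for the higher genes. Lower genes also had the lower base means, with a median of 22.3 normalized counts against 50.4 (difference of -1.27 in the mean log2 base mean, two-sided permutation p = 1e-05, the smallest that 100000 permutations can give). The 95% interval excluded a 2-fold change for 95 of the 139 genes. In a two-sided Wald test of the null that the change is at most 2-fold, 0 genes passed after Benjamini-Hochberg adjustment over 6139 genes. The unadjusted p of this test was under 0.05 for the same 95 of the 139, which is the interval result in another form. The setting that moved the count of 139 most was Bonferroni adjustment, which left 16 genes, 12 higher and 4 lower.

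**Figure D1:**
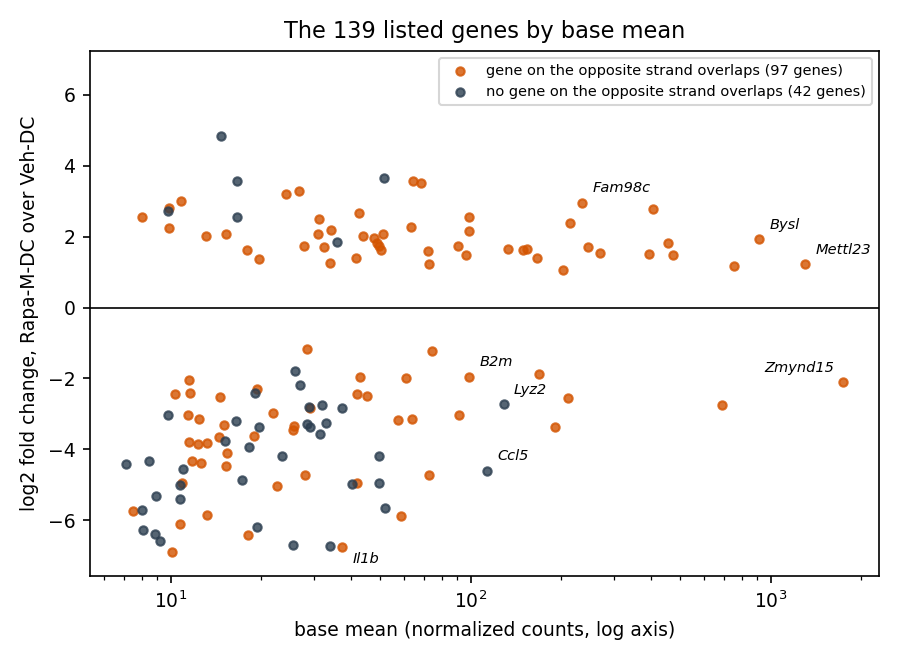
Log2 fold change of Rapa-M-DC over Veh-DC against the base mean in normalized counts (log axis) for each of the 139 genes, coloured by whether an annotated gene on the opposite strand overlaps it. Each of the 21 genes with a base mean above that of Lyz2 has such an overlap.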

RNA-seq analysis using DC cells treated with Rapamycin versus vehicle showed that Rapa-M-DC had a total of 139 DEGs (False discovery rate (FDR)<0.05 (the estimated probability that the normalized enrichment score represents a false-positive finding); Fold change (FC)  $\geq 2$ ), 84 genes were down-regulated, and 55 genes were up-regulated when compared to Veh-DC (Supplemental Table 1). We first identified all statistically enriched terms (GO/KEGG terms, canonical pathways; hallmark gene sets); accumulative hypergeometric *p*-values and enrichment factors were calculated and used for filtering. The remaining significant terms were then hierarchically clustered into a tree based on Kappa-statistical similarities among their gene memberships. Then 0.3 kappa score was applied as the threshold to cast the tree into term clusters. Enrichment analysis (Supplemental Fig. 1A) showed the main pathways associated with Rapa-M-DC associated with cytokine-mediated signaling, regulation of cytokine production, TNF signaling via NF- $\kappa$ B (including sphk1, birc3, pde4b, dennd5a, traf1, ifit2, cxcl3, ccl5, ccr12, il12b, il6, inhba, ptgs2, il1b, and cxcl10) , and IFN- $\gamma$  production or IFN- $\gamma$  response genes ( (including b2m, parp14, ly6e, mthfd2, cd86, pde4b, mvp, stat2, sppl2a, irf8, ifit2, oas3, xaf1, ifit1, rsad2, ccl5, isg15, il6, oas2, ifi44, casp4, ptgs2, cxcl10 genes), all critical in both innate and adaptive immune response. Additionally, pathway analysis using Reactome ([www.reactome.org](http://www.reactome.org)) showed IL10 signaling as a major changing pathway (FDR of  $5.87 \times 10^{-04}$ ). 

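The 2 lists name 32 different genes, 15 for TNF signaling and 23 for IFNγ, with 6 in both. In the authors' comparison 18 of the 32 were listed, 7 of the TNF genes and 14 of the IFNγ genes, and all 18 were lower in Rapa-M-DC. Adjusted over the list alone, these 18 of the 32 genes were also past 0.05. That outcome was fixed beforehand, because all 18 had already passed the adjustment over 6139 genes, which is stricter. The study chose the list on these same libraries, so that count is not independent evidence. The listed genes were Traf1, Ccl5, Il12b, Inhba, Ptgs2, Il1b, Cxcl10, B2m, Ly6e, Cd86, Stat2, Irf8, Oas3, Xaf1, Rsad2, Isg15, Ifi44 and Casp4. Sphk1, Birc3, Pde4b, Dennd5a, Ifit2, Cxcl3, ccr12, Il6, Parp14, Mthfd2, Mvp, Sppl2a, Ifit1 and Oas2 were not in the table, nor were they found there through synonyms. The symbol ccr12 was not found in the annotation. The median log2 fold change of the 18 was -4.39, or -3.43 with genes at the floor set to their fold against 3. The implied Rapa-M-DC mean was at or under 3 normalized counts for 10 of them, and their folds against 3 ran from 5.31 for Ifi44 to 38.4 for Inhba. The 95% intervals of these 10 genes allow as little as 3.29-fold (Oas3) to 9.06-fold (Inhba). In the authors' deposited table the adjusted p of the 18 from DESeq2's Wald test ran from 0.0025 for Irf8 to 0.0487 for B2m, Isg15 and Ly6e. B2m (ENSMUSG00000060802, chromosome 2, 122147686 to 122153083), the light chain of MHC class I, had an interval from -3.12 to -0.78, which includes a 2-fold change. Tested against a 2-fold change with adjustment over 6139 genes, 0 of the 18 passed. With the listed p adjusted over all annotated genes, 3 of the 18 were past 0.05. An annotated gene lies on the opposite strand of 4 of the 18 genes, and 2 share exon sequence with it.

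**Figure D2:**
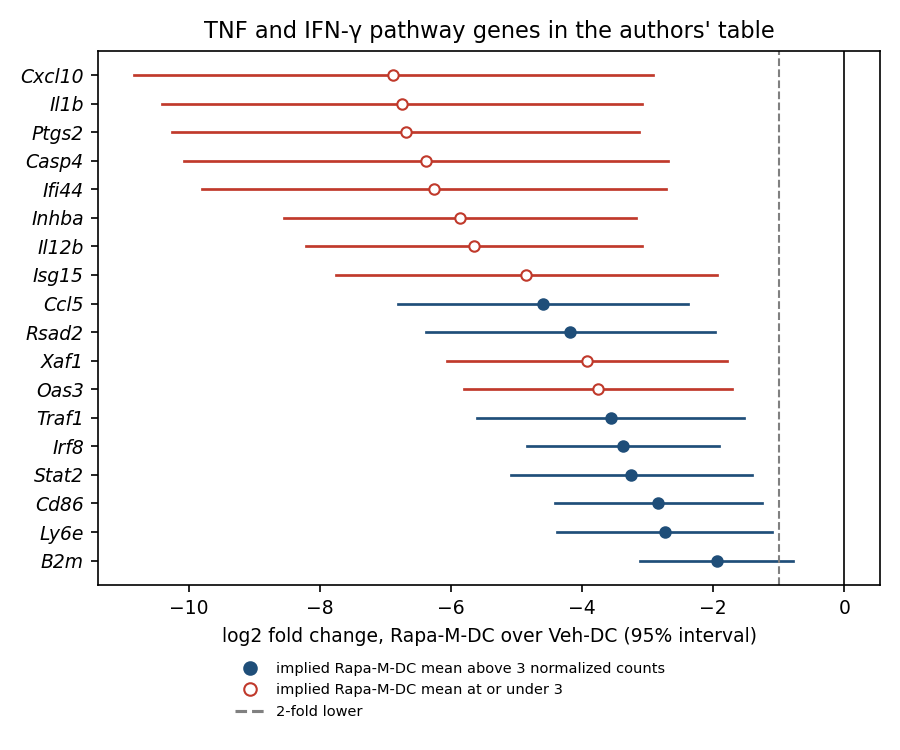
Log2 fold change of Rapa-M-DC over Veh-DC with its 95% interval (1.96 standard errors) for the 18 TNF and IFNγ genes in the authors' table. Open red points mark the 10 genes with an implied Rapa-M-DC mean at or under 3 normalized counts, and the dashed line marks 2-fold lower; B2m is the gene whose interval crosses it.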

Then a subset of representative terms from this cluster was selected and converted to a network layout. More specifically, each term is represented by a circle node, where its size is proportional to the number of input genes that fall into that term, and its color represents its cluster identity (i.e., nodes of the same color belong to the same cluster). Terms with a similarity score  $> 0.3$  were linked by an edge (the thickness of the edge represents the similarity score). The network was visualized with Cytoscape (v3.1.2) using a “force-directed” layout and with edge bundled for clarity. One term from each

cluster was selected to have its term description shown as label. As shown in the Supplemental Fig. 1B, the DEGs that were associated within pathways using gene enrichment approaches were significantly linked in networks, with most of them showing a direct effect in immune response.

## **2. Supplemental Materials and Methods**

### *2.1 RNA-seq and Analysis*

400 ng of total RNA was used to generate libraries for RNA sequencing using NEB Next Ultra II- Dimensional RNA-seq library prep kit for Illumina (E7765). Briefly, poly A enrichment was performed using NEBNext Poly(A) enrichment module (E7490). First strand and second strand synthesis were done as recommended in the manual. After end repair and adaptor ligation, libraries were indexed, and PCR amplified. Final libraries were quantified by qubit and Agilent bioanalyzer, combined, and sequenced at Oklahoma Medical Research Foundation Clinical Genomics Center using NextSeq500. RNA-Seq Analysis: Libraries were sequenced with 72 bp paired end reads for 2 conditions with 3 biological replicates each. Sequencing reads were first processed (trimming of 5 nt from 5' end) and quality filtered (removal of reads with phred score < 28 in 80% of the read length) using fastx\_toolkit. Trimmed and filtered reads were aligned to mm38 reference genome using bowtie2 with mapping statistics ranging from 88.9%-93.6% for 6 samples[1]. Counts per gene were obtained with Ht seq-count[2]. 

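htseq-count assigns a read to a gene on the strand that its strand option names, and the option used is not stated. The library kit, printed as Ultra II- Dimensional, is read here as the directional kit of that name, whose reads carry the strand of the RNA. The listed genes were therefore set beside the annotated genes on the opposite strand. Of the 139 genes, 97 (69.8%) were overlapped by a gene on the opposite strand, against a mean of 44.7% in 10000 random lists of annotated genes with the same biotypes (one-sided permutation p = 1e-04, the smallest that 10000 lists can give). Exons overlapped exons of the opposite strand in 79 of the 139 genes. On the same strand 19 genes (13.7%) were overlapped, against 19.8% in random lists, a comparison added after the values were seen. The random lists were drawn from all annotated genes, because the genes expressed in DCs are not listed. The genes include 20 annotated as antisense RNA and 99 protein-coding genes. The largest base mean was that of Zmynd15 (ENSMUSG00000040829, plus strand of chromosome 11, 70459433 to 70466202), with 1742 normalized counts in the authors' deposited table. Its first 552 bp lie opposite an exon of Cxcl16 (minus strand, 70453983 to 70459984). Bysl (ENSMUSG00000023988, minus strand of chromosome 17, 47599331 to 47611492) had 914.9 normalized counts in the authors' deposited table and shares 361 bp of exons with Ccnd3 on the plus strand (47505051 to 47599691). Lyz2, which encodes lysozyme and has no overlapping gene on the opposite strand, had 128.8 normalized counts in the authors' deposited table. Genes without such an overlap had a median base mean of 19.5 normalized counts, and genes with one had a median of 41.9.

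**Figure D3:**
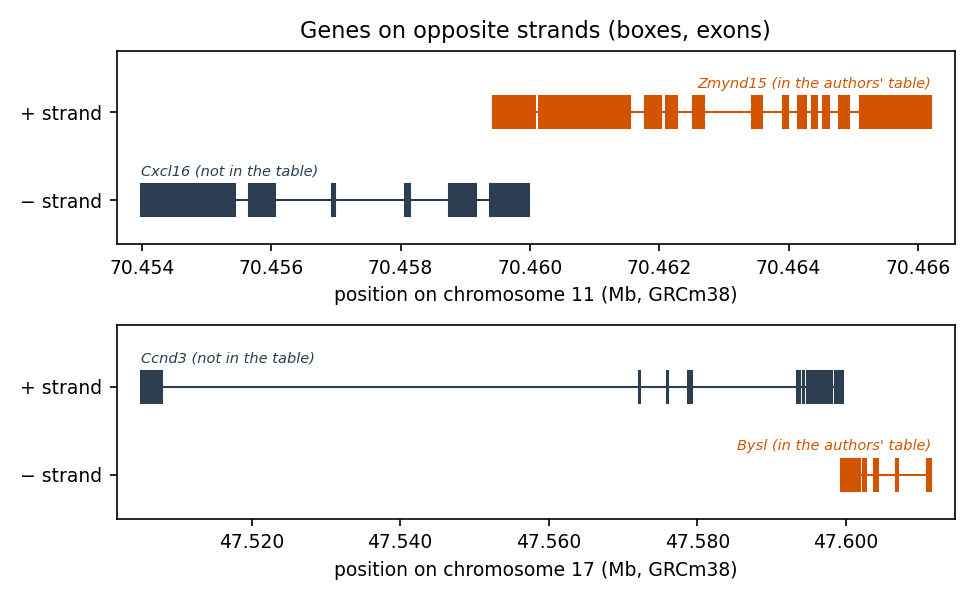
Position in Mb of GRCm38 of the exons (boxes) and gene bodies (lines) of Zmynd15 with Cxcl16 on chromosome 11 and of Bysl with Ccnd3 on chromosome 17, on the plus and minus strands. The 552 bp at the start of Zmynd15 and the 361 bp at the end of Bysl overlap the gene on the other strand.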

DESeq2 was used to identify differentially expressed genes for comparisons between Veh/Veh and Rapa/Veh[3].

### *2.2 BMDC staining and FACS*

WT DCs were isolated and propagated for 8 days in presence of GMCSF, total of 3 treatments. Single or multiple Rapamycin (10 ng/ml) treated DCs were used for flow cytometry and imaging using mitochondrial membrane potential probe, JC-1 (ThermoFisher, Waltham, MA). Eight-day old Veh-DCs, Rapa(M)-DCs and Rapa(S)-DCs were grown on cover slips and allowed to attach over-night before staining with Hoechst (5 µg/ml) and JC-1 (5 µM) for 30 mins at 37°C. Some

cells were treated with Hoechst and JC-1 at same concentrations for flow cytometry analysis. Fluorescence images were taken using Nikon Eclipse Ti2 microscope.

### **Supplemental Figure Legend**

**Supplemental Figure 1.** Bioinformatics analysis suggests propagation of BMDCs in presence of Rapamycin induces anti-inflammatory phenotype. **(A)** Enrichment Analysis indicating main pathways associated with treatment of DCs with Rapamycin-M that include cytokine-mediated signaling, regulation of cytokine production, TNF signaling, and IFN gamma production. **(B)** Network analysis using Cytoscape (v3.1.2) with “force-directed” layout and with edge bundled for clarity. One term from each cluster is selected to have its term description shown as label. The DEGs that were associated with pathways using gene enrichment approaches (as shown in 1A) were significantly linked in networks.

**Supplemental Figure 2.** Bone marrow cells were stained with JC-1 for flow cytometry and immunofluorescence imaging. **(A)** Veh-DC, Rapa-M-DC, and Rapa-S-DC were labeled with JC-1 (5  $\mu$ M) and Hoechst (5  $\mu$ g/ml) for immunofluorescence imaging. Scale bar = 100  $\mu$ m. **(B)** Flow cytometry analysis of the Veh-DC, Rapa-M-DC, and Rapa-S-DC were labeled with JC-1 (5  $\mu$ M) and Hoechst (5  $\mu$ g/ml).

**Supplemental Figure 3.** TUNEL analysis of mice treated with either NC (no cells) or Veh-DC, Rapa-M-DC or Rapa-S-DC or Mito-DC in sham and kidney IRI. Representative images are shown. Scale bar = 200  $\mu$ m.

**Supplemental Figure 4.** Original western blot images of OxPhos cocktail for blots in Figure 6I (top, Veh/Veh, Veh/LPS (6 hrs), and Veh/LPS (24 hrs)).

**Supplemental Figure 5.** Original western blot images of GAPDH for blots in Figure 6I (top, Veh/Veh, Veh/LPS (6 hrs), and Veh/LPS (24 hrs). The GAPDH blots were cut prior hybridization with antibodies.

**Supplemental Figure 6.** Original western blot images of OxPhos cocktail for blots in Figure 6I (top, Mito/Veh, Mito/LPS (6 hrs), and Mito/LPS (24 hrs).

**Supplemental Figure 7.** Original western blot images of GAPDH for blots in Figure 6I (top, Mito/Veh, Mito/LPS (6 hrs), and Mito/LPS (24 hrs). The GAPDH blots were cut prior hybridization with antibodies.

### **Supplemental References**

1. Langmead, B.; Salzberg, S.L. Fast gapped-read alignment with Bowtie 2. *Nat Methods* **2012**, *9*, 357-359, doi:10.1038/nmeth.1923.
2. Anders, S.; Pyl, P.T.; Huber, W. HTSeq--a Python framework to work with high-throughput sequencing data. *Bioinformatics* **2015**, *31*, 166-169, doi:10.1093/bioinformatics/btu638.
3. Love, M.I.; Huber, W.; Anders, S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol* **2014**, *15*, 550, doi:10.1186/s13059-014-0550-8.

A

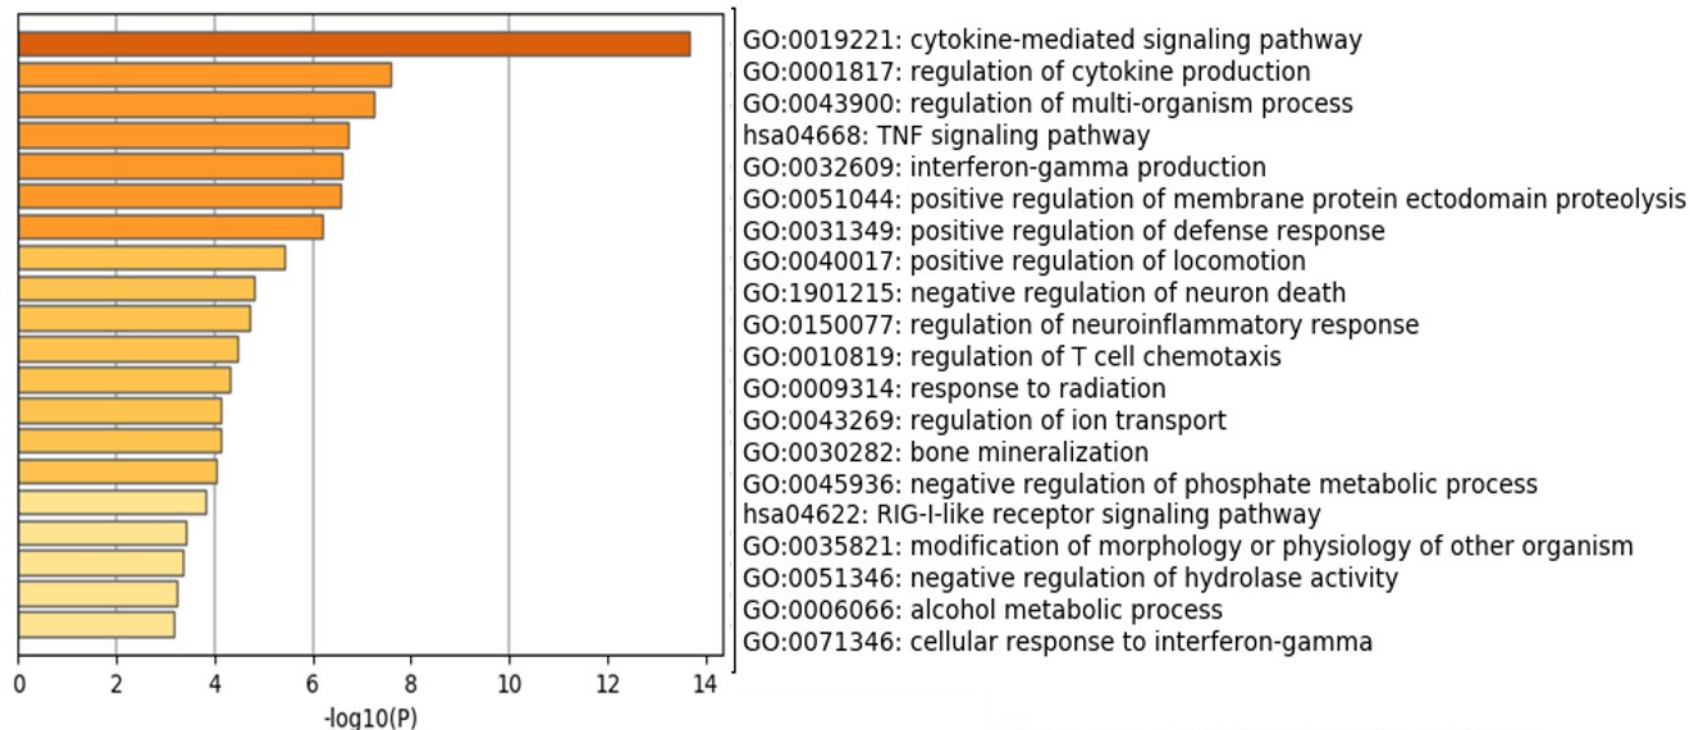

B

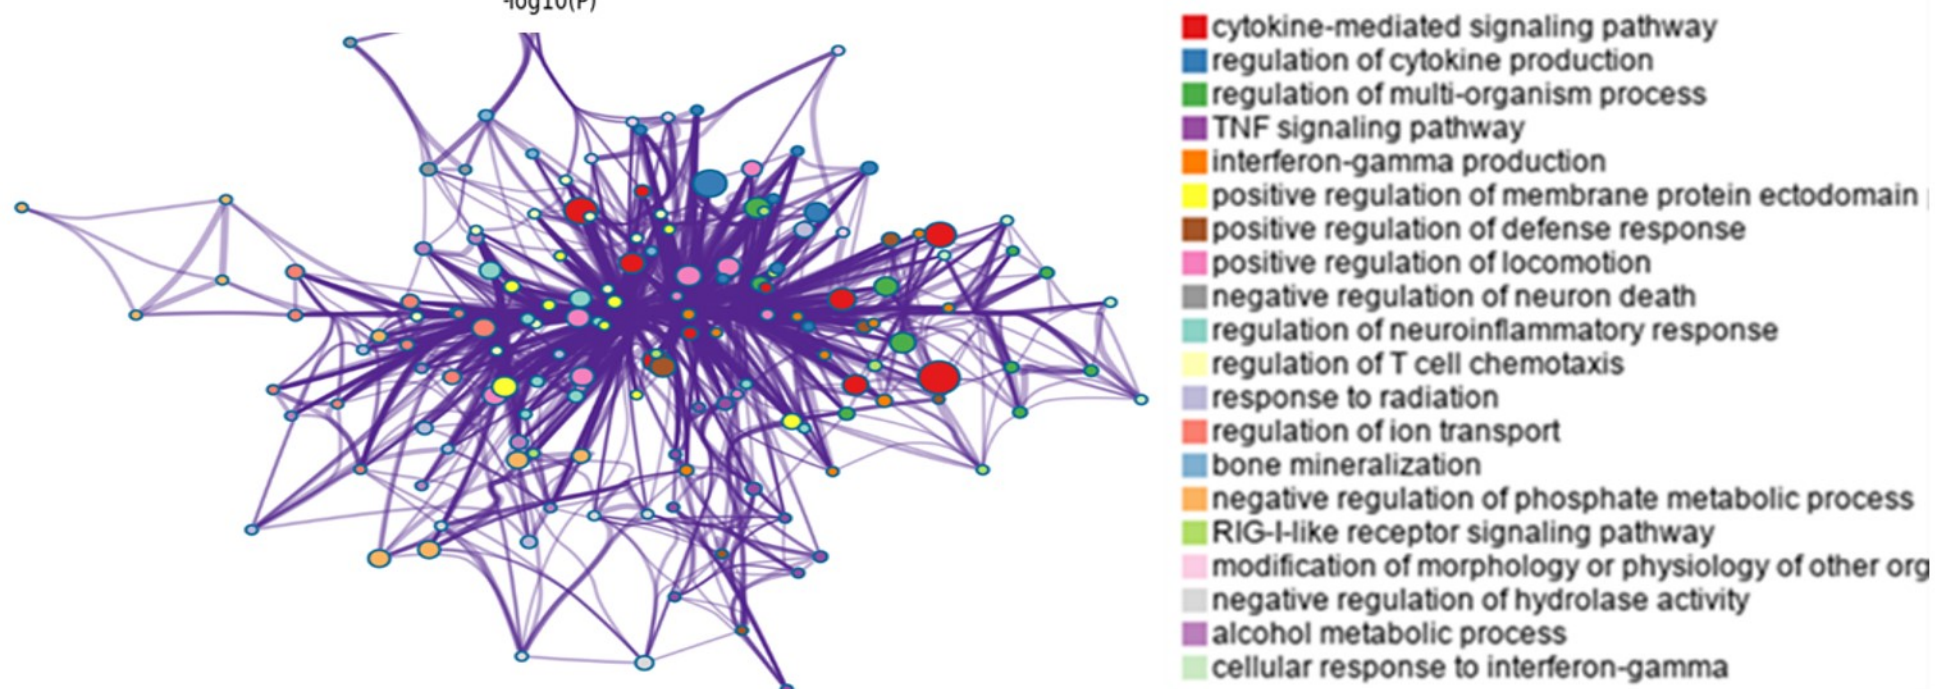

Supplemental Figure 1

**A**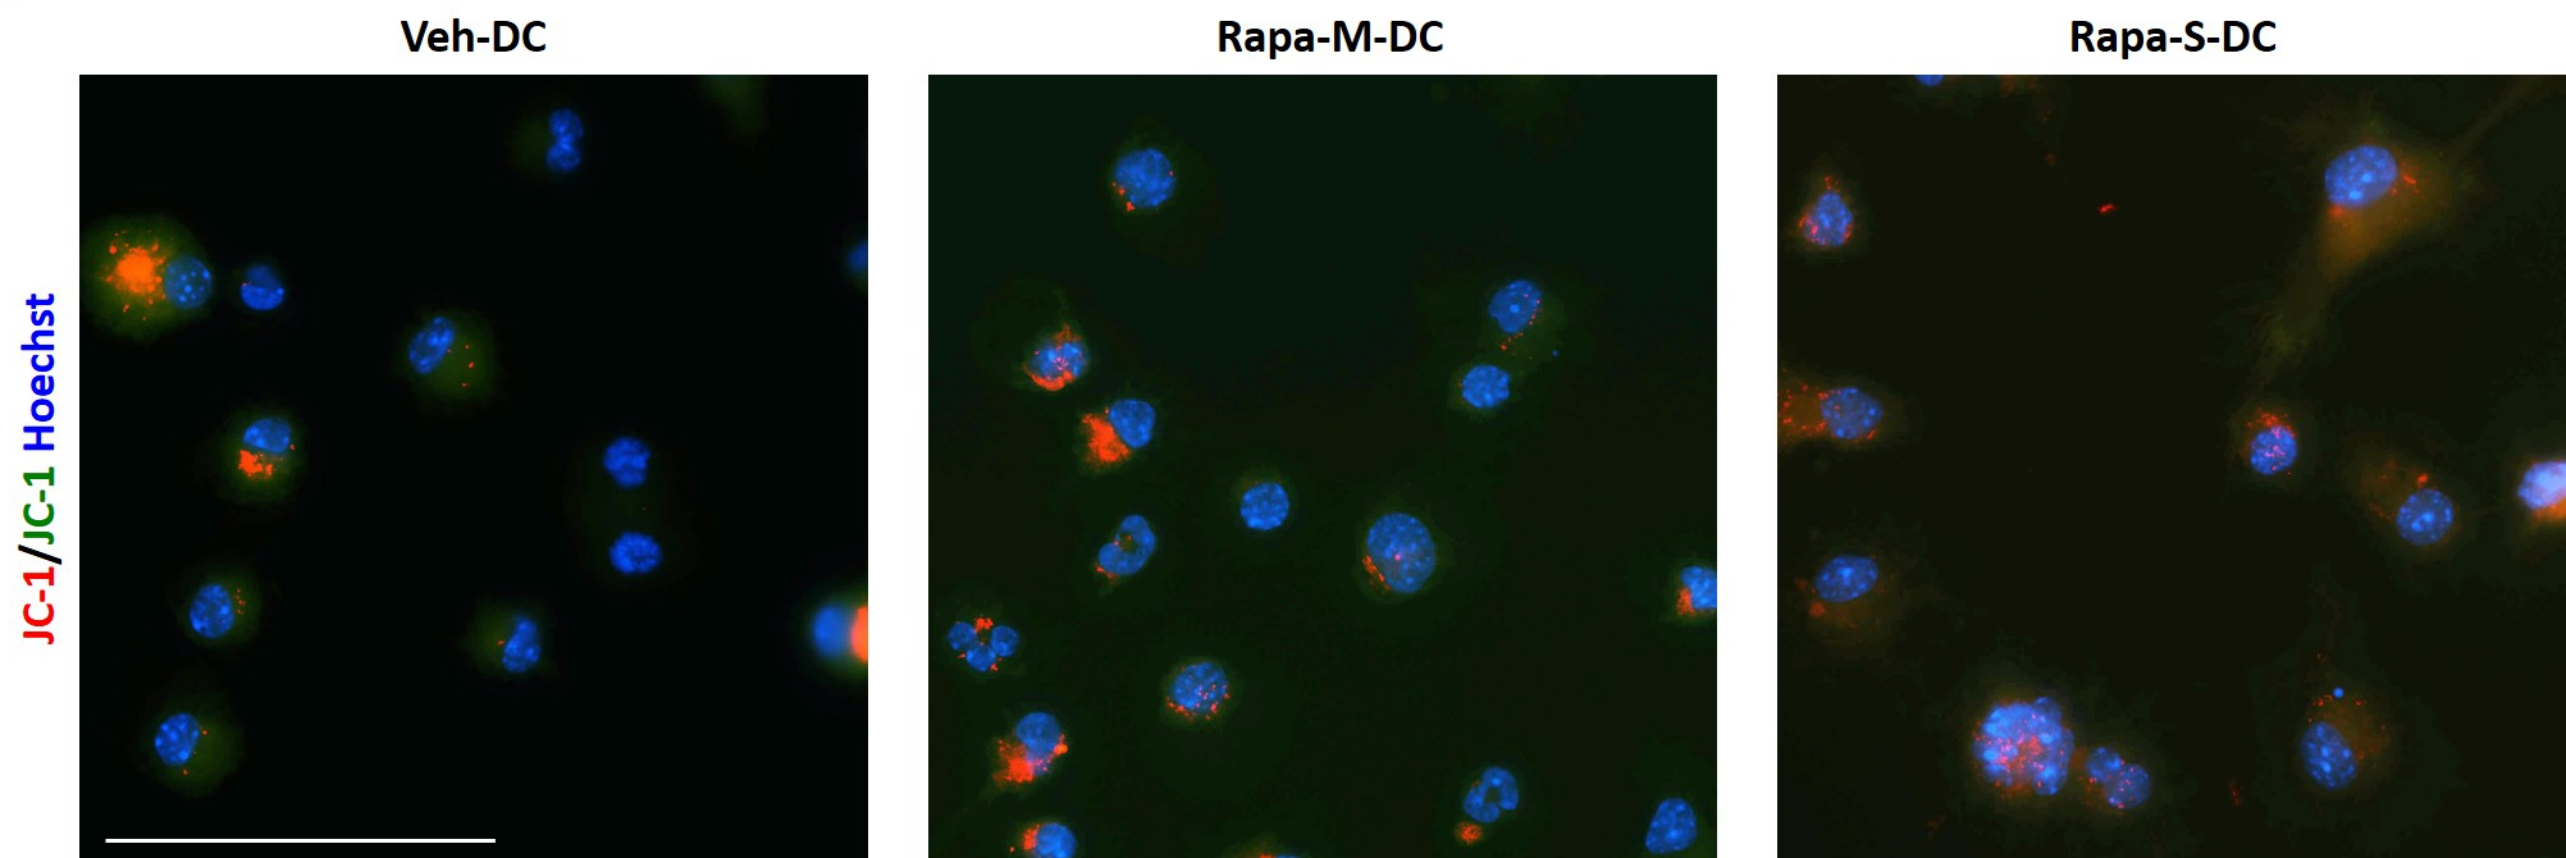**B**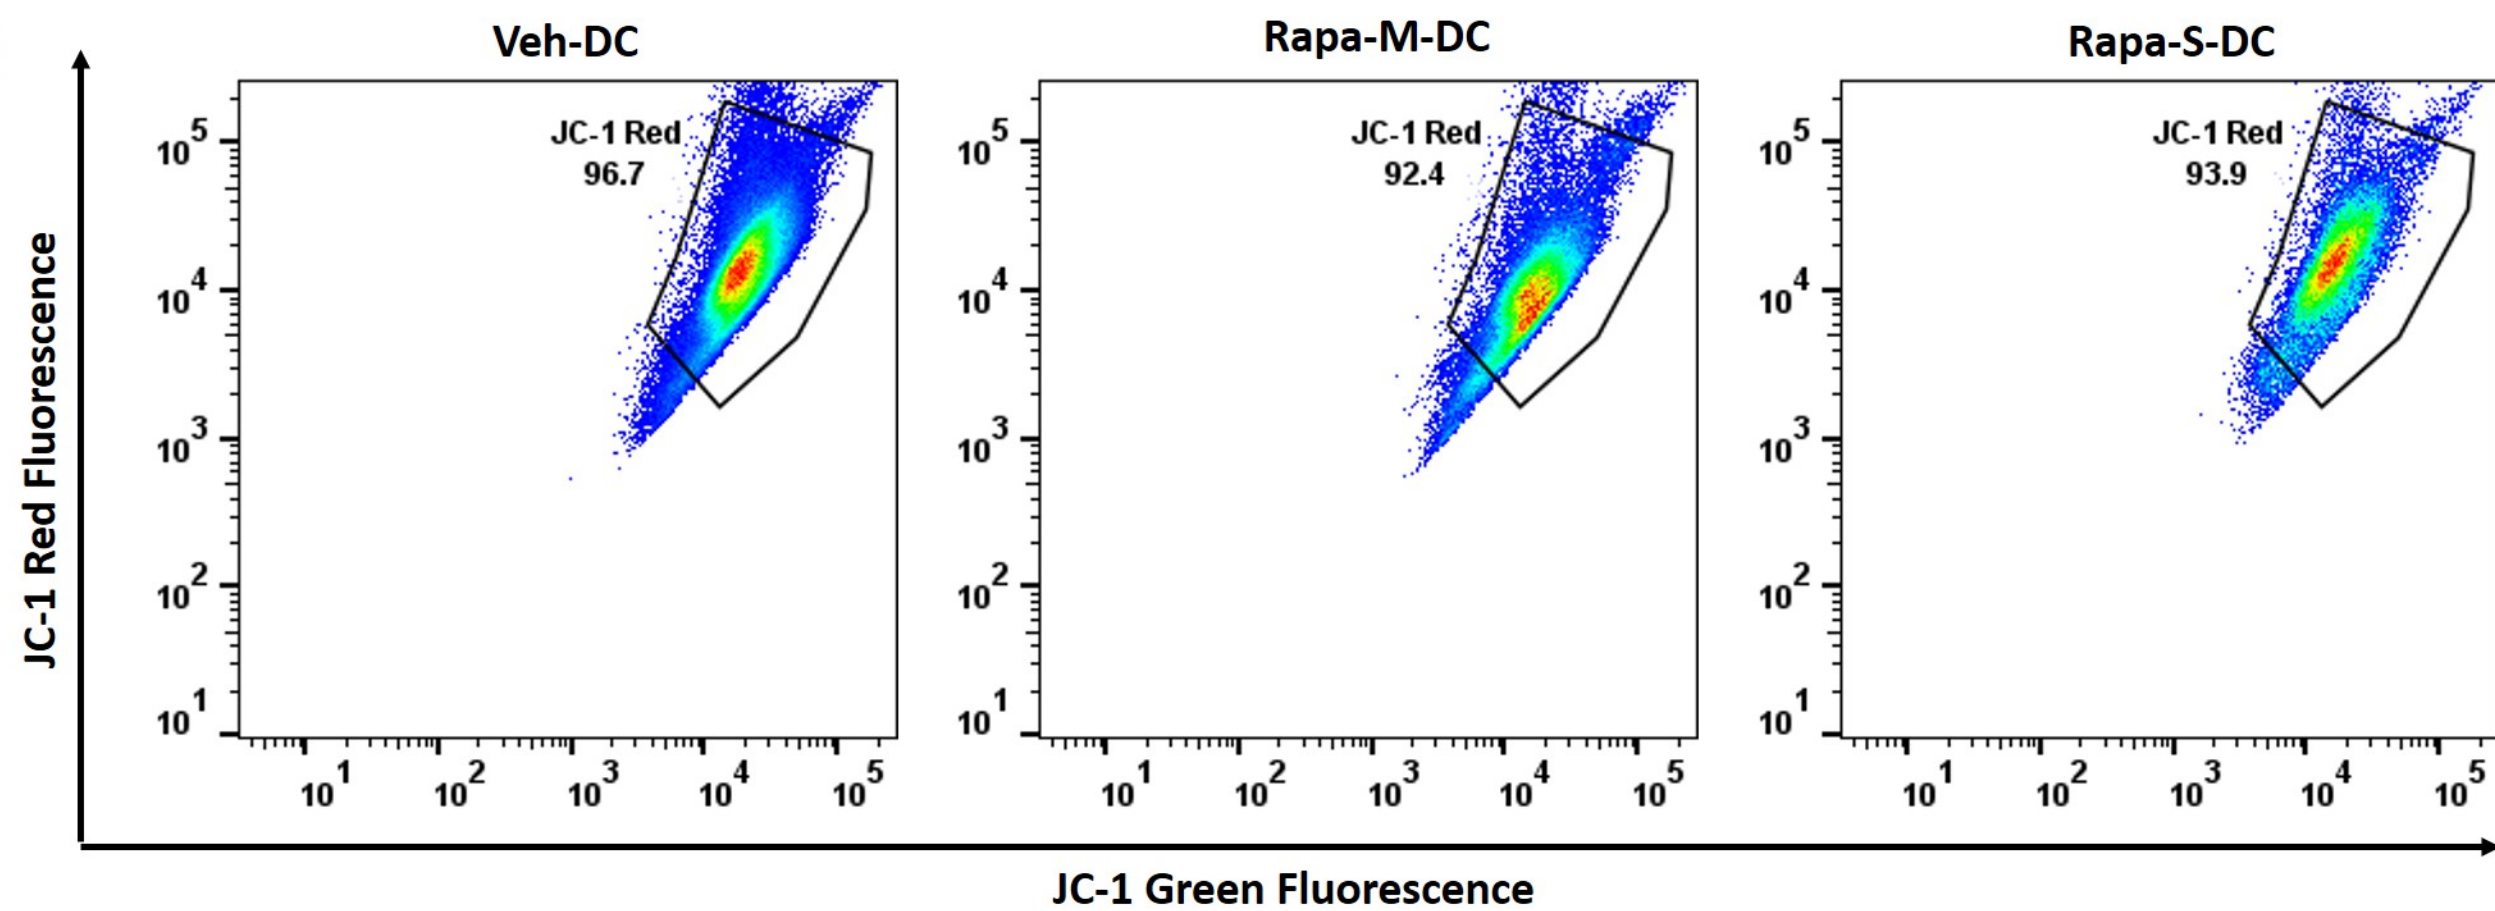**C**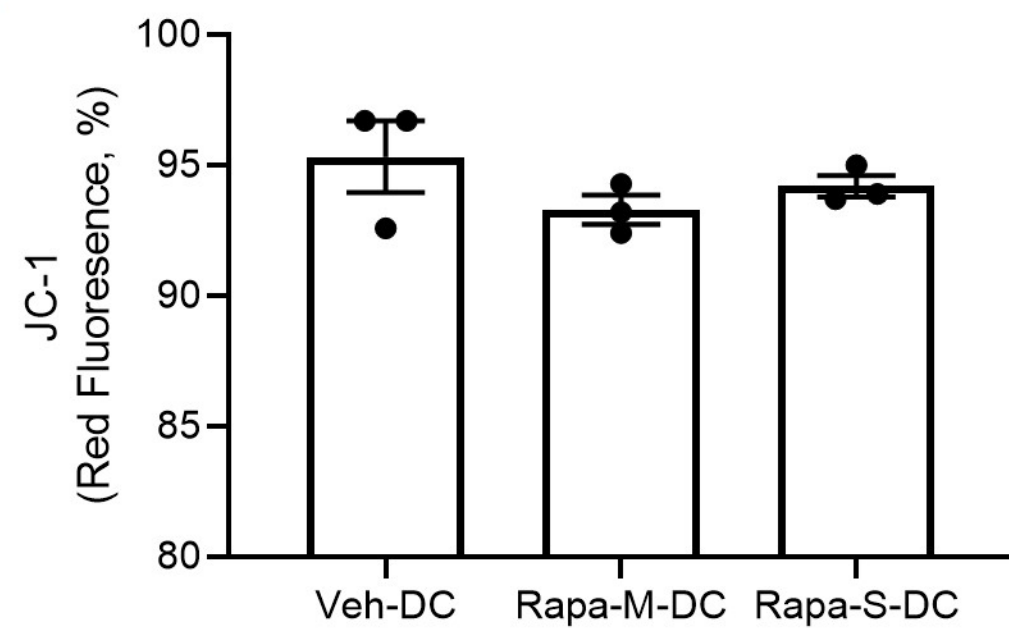

Sham

NC

Veh-DC

TUNEL DAPI

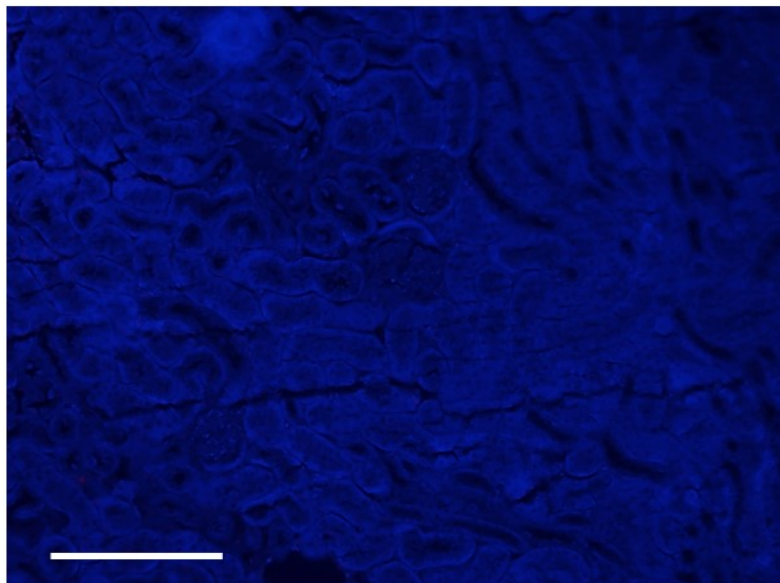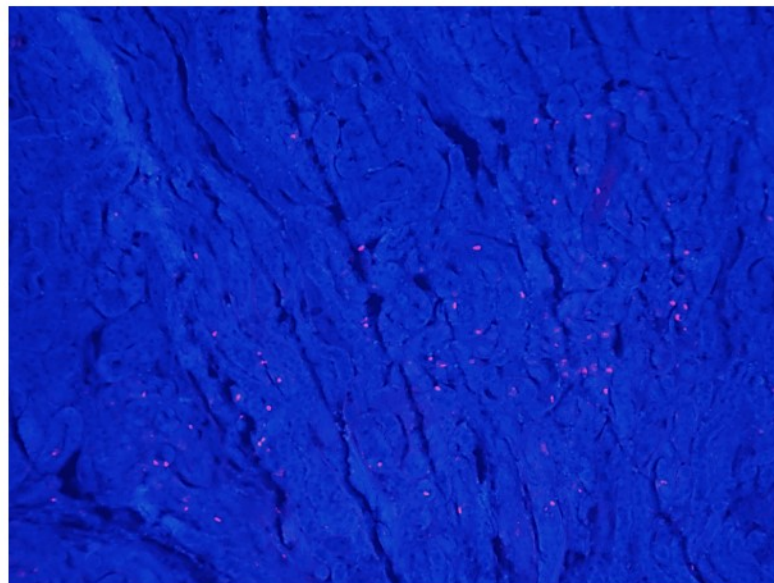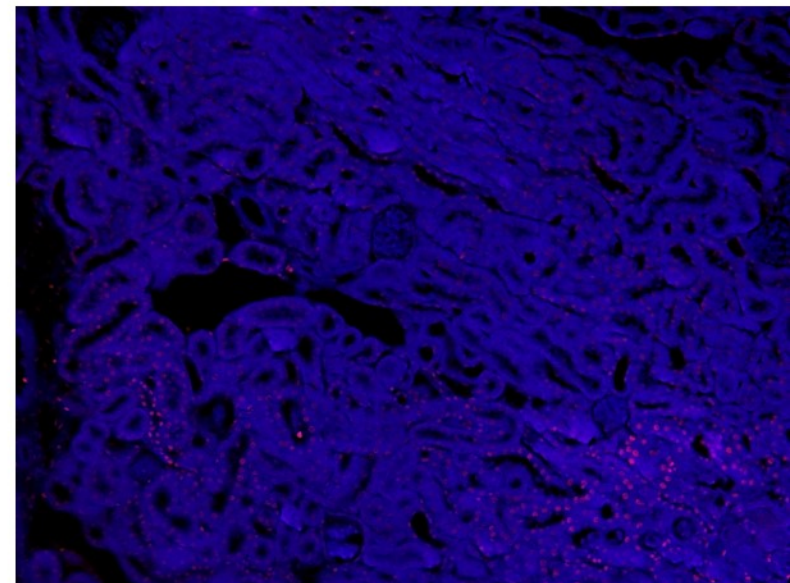

Rapa-M-DC

Rapa-S-DC

Mito-DC

TUNEL DAPI

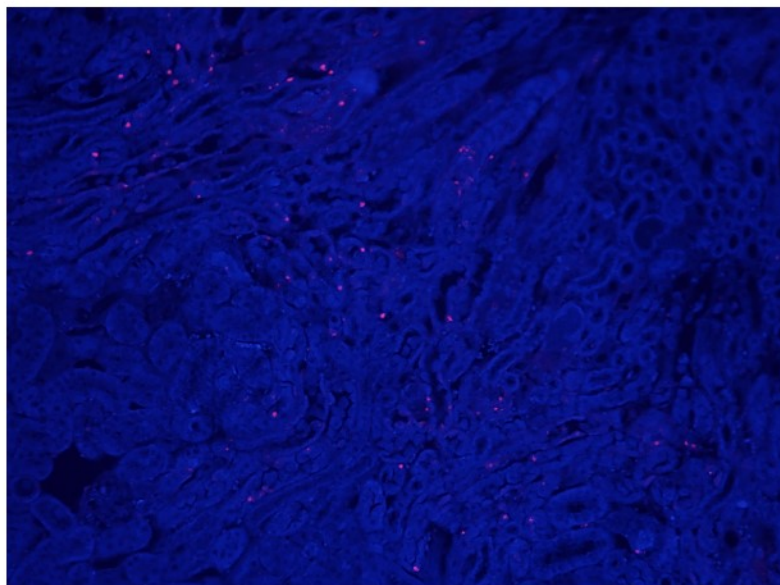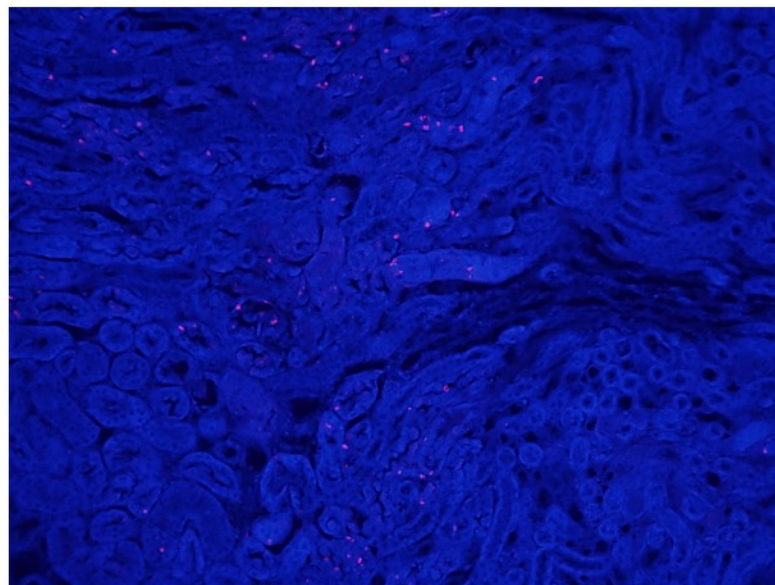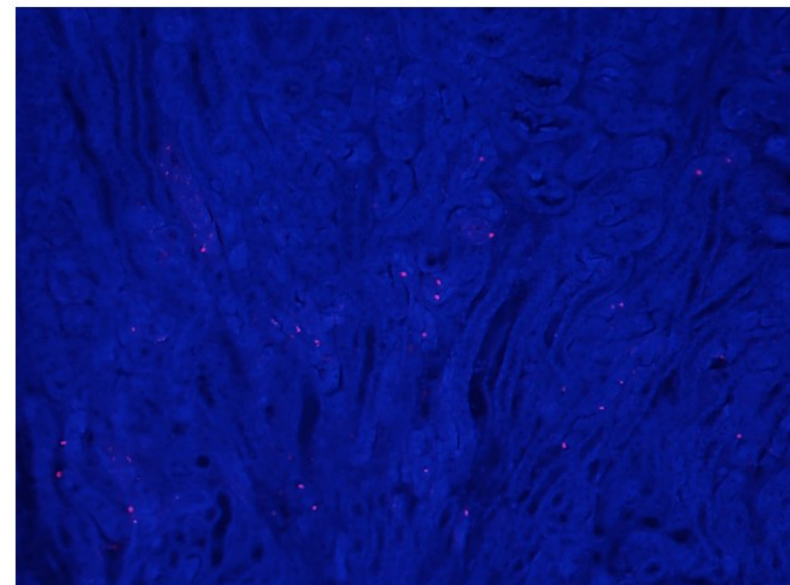

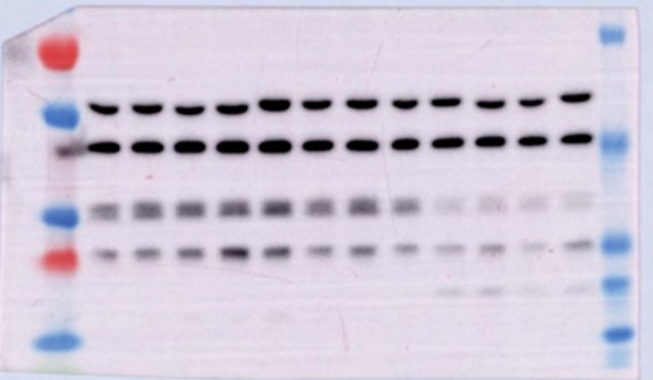

Supplemental Figure 4

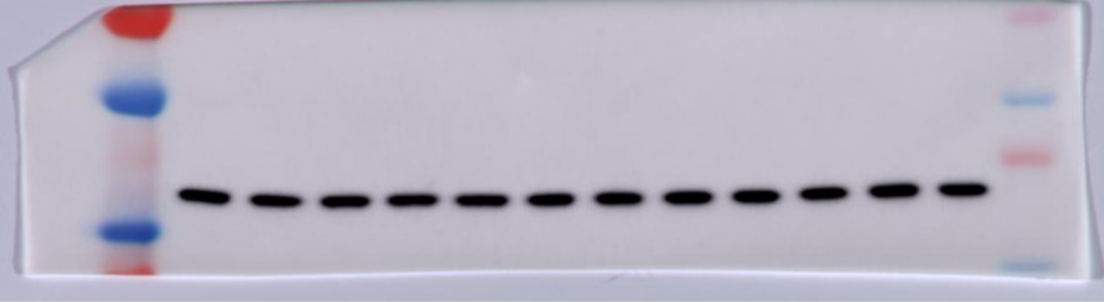

Supplemental Figure 5

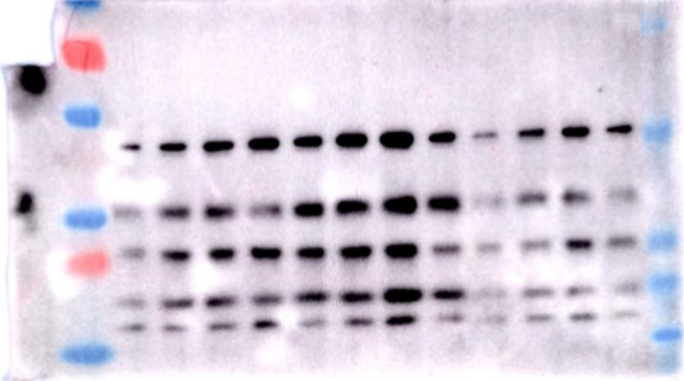

Supplemental Figure 6

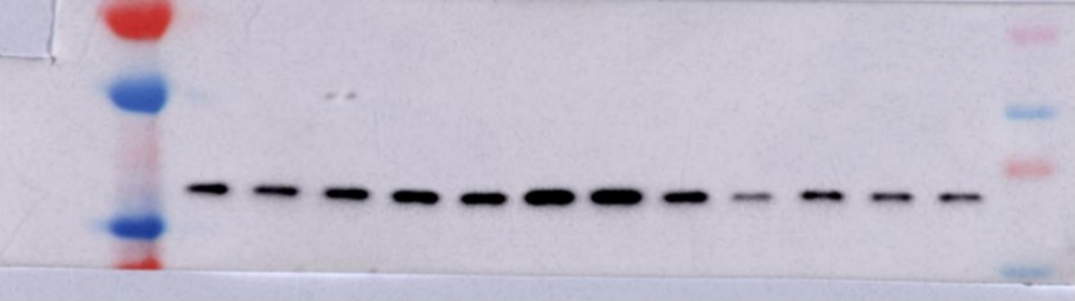

Supplemental Figure 7

**Supplemental Table 1:** Significantly regulated differentially expressed genes in multiple Rapamycin treated DCs (Rapa-M-DC) compared to vehicle treated DCs.

| Ensemble Id         | GeneNames     | baseMean | log2 FoldChange | lfcSE | stat  | p-value | p-adj   |
|---------------------|---------------|----------|-----------------|-------|-------|---------|---------|
| ENSMUSG00000030590  | Fam98c        | 234.62   | 2.96            | 0.44  | 6.66  | 0.00000 | 0.00000 |
| ENSMUSG00000047369  | Dnah14        | 214.62   | 2.38            | 0.41  | 5.76  | 0.00000 | 0.00003 |
| ENSMUSG00000087135  | Gm16096       | 191.30   | -3.36           | 0.64  | -5.29 | 0.00000 | 0.00025 |
| ENSMUSG00000023988  | Bysl          | 914.88   | 1.92            | 0.38  | 5.01  | 0.00000 | 0.00059 |
| ENSMUSG00000031072  | LTO1          | 406.23   | 2.79            | 0.56  | 5.00  | 0.00000 | 0.00059 |
| ENSMUSG00000033717  | Adra2a        | 51.36    | 3.65            | 0.73  | 5.02  | 0.00000 | 0.00059 |
| ENSMUSG00000054006  | D630008O14Rik | 42.44    | 2.66            | 0.54  | 4.94  | 0.00000 | 0.00064 |
| ENSMUSG00000086742  | Gm16201       | 154.18   | 1.65            | 0.34  | 4.93  | 0.00000 | 0.00064 |
| ENSMUSG00000090009  | Gm16282       | 63.51    | 2.26            | 0.47  | 4.85  | 0.00000 | 0.00085 |
| ENSMUSG00000046806  | Cyren         | 687.27   | -2.76           | 0.58  | -4.77 | 0.00000 | 0.00115 |
| ENSMUSG000000114375 | Gm31544       | 57.26    | -3.18           | 0.68  | -4.67 | 0.00000 | 0.00169 |
| ENSMUSG000000103857 | Gm37249       | 43.67    | 2.03            | 0.44  | 4.58  | 0.00000 | 0.00236 |
| ENSMUSG00000090266  | Mettl23       | 1,303.40 | 1.23            | 0.27  | 4.56  | 0.00001 | 0.00240 |
| ENSMUSG00000041515  | Irf8          | 29.12    | -3.38           | 0.74  | -4.54 | 0.00001 | 0.00252 |
| ENSMUSG00000028249  | Sdcbp         | 96.79    | 1.50            | 0.33  | 4.48  | 0.00001 | 0.00293 |
| ENSMUSG00000087633  | Gm14455       | 64.49    | 3.58            | 0.80  | 4.48  | 0.00001 | 0.00293 |
| ENSMUSG000000114871 | Gm21370       | 63.84    | -3.13           | 0.71  | -4.43 | 0.00001 | 0.00339 |
| ENSMUSG00000085457  | 1110046J04Rik | 12.38    | -3.85           | 0.88  | -4.40 | 0.00001 | 0.00375 |
| ENSMUSG00000004296  | Il12b         | 51.71    | -5.65           | 1.31  | -4.32 | 0.00002 | 0.00481 |
| ENSMUSG00000004707  | Ly9           | 98.43    | 2.56            | 0.60  | 4.30  | 0.00002 | 0.00481 |
| ENSMUSG00000029816  | Gpnmb         | 28.56    | -3.29           | 0.77  | -4.30 | 0.00002 | 0.00481 |
| ENSMUSG00000047293  | Gpr15         | 68.55    | 3.52            | 0.82  | 4.31  | 0.00002 | 0.00481 |
| ENSMUSG00000041324  | Inhba         | 58.58    | -5.87           | 1.37  | -4.28 | 0.00002 | 0.00500 |
| ENSMUSG00000047721  | Bola2         | 453.77   | 1.82            | 0.44  | 4.15  | 0.00003 | 0.00834 |
| ENSMUSG00000040963  | Asgr2         | 16.60    | 2.55            | 0.62  | 4.13  | 0.00004 | 0.00881 |
| ENSMUSG00000035042  | Ccl5          | 113.00   | -4.60           | 1.13  | -4.06 | 0.00005 | 0.01054 |
| ENSMUSG000000103175 | Gm37169       | 14.66    | 4.85            | 1.19  | 4.07  | 0.00005 | 0.01054 |
| ENSMUSG000000108219 | Gm44101       | 9.86     | 2.24            | 0.55  | 4.07  | 0.00005 | 0.01054 |
| ENSMUSG00000038415  | Foxq1         | 13.23    | -3.84           | 0.95  | -4.05 | 0.00005 | 0.01061 |
| ENSMUSG00000069516  | Lyz2          | 128.78   | -2.73           | 0.67  | -4.05 | 0.00005 | 0.01061 |
| ENSMUSG00000046338  | Gpat2         | 9.81     | 2.74            | 0.68  | 4.04  | 0.00005 | 0.01070 |
| ENSMUSG000000101144 | Gm29054       | 18.89    | -3.64           | 0.91  | -4.00 | 0.00006 | 0.01229 |
| ENSMUSG00000026358  | Rgs1          | 40.37    | -4.98           | 1.25  | -3.98 | 0.00007 | 0.01262 |
| ENSMUSG00000040026  | Saa3          | 33.90    | -6.72           | 1.69  | -3.97 | 0.00007 | 0.01311 |
| ENSMUSG00000059659  | Gm10069       | 50.40    | 1.63            | 0.41  | 3.96  | 0.00008 | 0.01340 |
| ENSMUSG00000098645  | Gm27201       | 9.86     | 2.82            | 0.72  | 3.94  | 0.00008 | 0.01413 |
| ENSMUSG00000037242  | Clic4         | 26.96    | -2.18           | 0.56  | -3.92 | 0.00009 | 0.01461 |
| ENSMUSG00000029561  | Oasl2         | 23.56    | -4.18           | 1.08  | -3.89 | 0.00010 | 0.01636 |
| ENSMUSG00000097272  | Gm26649       | 394.09   | 1.50            | 0.39  | 3.88  | 0.00010 | 0.01649 |

|                    |               |        |       |      |       |         |         |
|--------------------|---------------|--------|-------|------|-------|---------|---------|
| ENSMUSG00000002985 | Apoe          | 10.99  | -4.54 | 1.19 | -3.82 | 0.00013 | 0.01694 |
| ENSMUSG00000019822 | Smpd2         | 474.25 | 1.48  | 0.39 | 3.83  | 0.00013 | 0.01694 |
| ENSMUSG00000021273 | Fdft1         | 210.81 | -2.56 | 0.67 | -3.83 | 0.00013 | 0.01694 |
| ENSMUSG00000021578 | Ccdc127       | 10.94  | -4.96 | 1.29 | -3.85 | 0.00012 | 0.01694 |
| ENSMUSG00000025407 | Gli1          | 71.90  | 1.61  | 0.42 | 3.84  | 0.00012 | 0.01694 |
| ENSMUSG00000029815 | Malsu1        | 11.82  | -4.32 | 1.12 | -3.85 | 0.00012 | 0.01694 |
| ENSMUSG00000031390 | Avpr2         | 247.07 | 1.70  | 0.44 | 3.83  | 0.00013 | 0.01694 |
| ENSMUSG00000038583 | Pln           | 31.08  | 2.06  | 0.54 | 3.82  | 0.00013 | 0.01694 |
| ENSMUSG00000044867 | Gimap1os      | 24.23  | 3.22  | 0.84 | 3.82  | 0.00014 | 0.01694 |
| ENSMUSG00000052861 | Dnah6         | 27.99  | -4.73 | 1.24 | -3.83 | 0.00013 | 0.01694 |
| ENSMUSG00000106933 | Gm43621       | 90.46  | 1.73  | 0.45 | 3.81  | 0.00014 | 0.01721 |
| ENSMUSG00000001175 | Calm1         | 45.23  | -2.50 | 0.66 | -3.78 | 0.00016 | 0.01818 |
| ENSMUSG00000074354 | Arhgap20os    | 31.26  | 2.50  | 0.66 | 3.78  | 0.00015 | 0.01818 |
| ENSMUSG00000085088 | 4931413K12Rik | 49.58  | 1.75  | 0.46 | 3.79  | 0.00015 | 0.01818 |
| ENSMUSG00000052477 | C130026I21Rik | 12.43  | -3.13 | 0.83 | -3.76 | 0.00017 | 0.01902 |
| ENSMUSG00000100763 | Gm28777       | 8.00   | 2.56  | 0.68 | 3.73  | 0.00019 | 0.02110 |
| ENSMUSG00000020053 | Igf1          | 10.70  | -6.12 | 1.65 | -3.71 | 0.00021 | 0.02172 |
| ENSMUSG00000020641 | Rsad2         | 49.57  | -4.18 | 1.13 | -3.71 | 0.00021 | 0.02172 |
| ENSMUSG00000039697 | Ncoa7         | 19.63  | -3.37 | 0.91 | -3.71 | 0.00020 | 0.02172 |
| ENSMUSG00000073489 | Ifi204        | 16.58  | -3.20 | 0.86 | -3.71 | 0.00021 | 0.02172 |
| ENSMUSG00000026969 | Fam166a       | 132.90 | 1.64  | 0.44 | 3.70  | 0.00022 | 0.02226 |
| ENSMUSG00000032487 | Ptgs2         | 25.57  | -6.69 | 1.82 | -3.68 | 0.00023 | 0.02307 |
| ENSMUSG00000023908 | Pkmyt1        | 32.50  | 1.71  | 0.46 | 3.68  | 0.00023 | 0.02327 |
| ENSMUSG00000058470 | Gm8369        | 8.02   | -5.72 | 1.57 | -3.64 | 0.00028 | 0.02557 |
| ENSMUSG00000084137 | Gm9085        | 10.79  | 3.01  | 0.83 | 3.64  | 0.00028 | 0.02557 |
| ENSMUSG00000106082 | 4930404A12Rik | 268.96 | 1.54  | 0.42 | 3.63  | 0.00028 | 0.02557 |
| ENSMUSG00000106478 | Gm36551       | 50.89  | 2.07  | 0.57 | 3.65  | 0.00026 | 0.02557 |
| ENSMUSG00000111429 | Gm32511       | 26.77  | 3.28  | 0.90 | 3.64  | 0.00027 | 0.02557 |
| ENSMUSG00000017493 | Igfbp4        | 10.75  | -5.39 | 1.49 | -3.63 | 0.00029 | 0.02559 |
| ENSMUSG00000109251 | E230032D23Rik | 41.87  | -2.43 | 0.67 | -3.63 | 0.00029 | 0.02559 |
| ENSMUSG00000027398 | Il1b          | 37.30  | -6.75 | 1.87 | -3.61 | 0.00031 | 0.02634 |
| ENSMUSG00000032661 | Oas3          | 15.22  | -3.76 | 1.04 | -3.61 | 0.00031 | 0.02634 |
| ENSMUSG00000040483 | Xaf1          | 18.21  | -3.93 | 1.09 | -3.61 | 0.00031 | 0.02634 |
| ENSMUSG00000062515 | Fabp4         | 7.08   | -4.42 | 1.23 | -3.59 | 0.00032 | 0.02731 |
| ENSMUSG00000001056 | Nhp2          | 47.60  | 1.97  | 0.55 | 3.57  | 0.00035 | 0.02878 |
| ENSMUSG00000018796 | AcsI1         | 15.47  | -4.12 | 1.16 | -3.56 | 0.00037 | 0.02878 |
| ENSMUSG00000040738 | Ints8         | 34.18  | 2.18  | 0.61 | 3.57  | 0.00036 | 0.02878 |
| ENSMUSG00000099569 | Gm18301       | 18.04  | -6.41 | 1.80 | -3.57 | 0.00036 | 0.02878 |
| ENSMUSG00000100280 | Gm28417       | 203.48 | 1.07  | 0.30 | 3.57  | 0.00036 | 0.02878 |
| ENSMUSG00000031537 | Ikbkb         | 25.51  | -3.47 | 0.97 | -3.56 | 0.00037 | 0.02894 |
| ENSMUSG00000023913 | Pla2g7        | 14.57  | -2.53 | 0.72 | -3.54 | 0.00040 | 0.03064 |
| ENSMUSG00000030402 | Ppm1n         | 19.37  | -6.18 | 1.75 | -3.54 | 0.00041 | 0.03079 |
| ENSMUSG00000003746 | Man1a         | 12.61  | -4.39 | 1.25 | -3.51 | 0.00045 | 0.03187 |

|                    |               |        |       |      |       |         |         |
|--------------------|---------------|--------|-------|------|-------|---------|---------|
| ENSMUSG00000020397 | Med7          | 72.72  | -4.72 | 1.34 | -3.52 | 0.00043 | 0.03187 |
| ENSMUSG00000022901 | Cd86          | 37.20  | -2.84 | 0.81 | -3.52 | 0.00044 | 0.03187 |
| ENSMUSG00000069184 | Zfp72         | 8.49   | -4.31 | 1.23 | -3.51 | 0.00045 | 0.03187 |
| ENSMUSG00000074269 | Rec114        | 72.84  | 1.23  | 0.35 | 3.51  | 0.00045 | 0.03187 |
| ENSMUSG00000118361 | AC132320.1    | 15.35  | -4.48 | 1.28 | -3.51 | 0.00045 | 0.03187 |
| ENSMUSG00000084864 | 1700027A07Rik | 148.99 | 1.62  | 0.46 | 3.50  | 0.00046 | 0.03205 |
| ENSMUSG00000085315 | A430018G15Rik | 13.13  | 2.02  | 0.58 | 3.50  | 0.00046 | 0.03205 |
| ENSMUSG00000031393 | Mecp2         | 11.53  | -3.79 | 1.08 | -3.49 | 0.00047 | 0.03238 |
| ENSMUSG00000022747 | St3gal6       | 169.14 | -1.89 | 0.54 | -3.49 | 0.00048 | 0.03260 |
| ENSMUSG00000085192 | Gm12195       | 27.88  | 1.74  | 0.50 | 3.49  | 0.00049 | 0.03260 |
| ENSMUSG00000087698 | Gm13031       | 15.33  | 2.07  | 0.60 | 3.47  | 0.00051 | 0.03377 |
| ENSMUSG00000028037 | Ifi44         | 8.07   | -6.26 | 1.81 | -3.47 | 0.00052 | 0.03410 |
| ENSMUSG00000040033 | Stat2         | 32.98  | -3.25 | 0.94 | -3.45 | 0.00056 | 0.03589 |
| ENSMUSG00000026875 | Traf1         | 31.45  | -3.57 | 1.04 | -3.44 | 0.00058 | 0.03725 |
| ENSMUSG00000026201 | Stk16         | 48.66  | 1.83  | 0.53 | 3.44  | 0.00059 | 0.03731 |
| ENSMUSG00000020527 | Myo19         | 34.08  | 1.25  | 0.36 | 3.43  | 0.00061 | 0.03746 |
| ENSMUSG00000045962 | Wnk1          | 29.25  | -2.82 | 0.82 | -3.42 | 0.00062 | 0.03746 |
| ENSMUSG00000060509 | Xcr1          | 25.96  | -1.79 | 0.52 | -3.43 | 0.00061 | 0.03746 |
| ENSMUSG00000086430 | 4930551O13Rik | 25.76  | -3.33 | 0.97 | -3.42 | 0.00062 | 0.03746 |
| ENSMUSG00000107560 | Gm44199       | 41.41  | 1.39  | 0.41 | 3.42  | 0.00062 | 0.03760 |
| ENSMUSG00000027611 | Procr         | 49.66  | -4.95 | 1.45 | -3.42 | 0.00063 | 0.03773 |
| ENSMUSG00000039109 | F13a1         | 7.46   | -5.75 | 1.68 | -3.41 | 0.00064 | 0.03775 |
| ENSMUSG00000026827 | Gpd2          | 14.54  | -3.65 | 1.07 | -3.40 | 0.00068 | 0.03813 |
| ENSMUSG00000034855 | Cxcl10        | 10.10  | -6.88 | 2.02 | -3.41 | 0.00066 | 0.03813 |
| ENSMUSG00000040270 | Bach2         | 22.66  | -5.05 | 1.48 | -3.41 | 0.00066 | 0.03813 |
| ENSMUSG00000042508 | Dmtf1         | 165.98 | 1.39  | 0.41 | 3.40  | 0.00068 | 0.03813 |
| ENSMUSG00000090200 | 1700025N21Rik | 98.87  | 2.15  | 0.63 | 3.40  | 0.00068 | 0.03813 |
| ENSMUSG00000033538 | Casp4         | 8.86   | -6.38 | 1.88 | -3.39 | 0.00070 | 0.03881 |
| ENSMUSG00000035168 | Tanc1         | 8.92   | -5.32 | 1.57 | -3.39 | 0.00071 | 0.03881 |
| ENSMUSG00000086507 | Adap2os       | 42.78  | -1.97 | 0.58 | -3.38 | 0.00071 | 0.03881 |
| ENSMUSG00000107143 | Gm6598        | 28.54  | -1.16 | 0.34 | -3.39 | 0.00070 | 0.03881 |
| ENSMUSG00000022781 | Pak2          | 15.02  | -3.32 | 0.98 | -3.38 | 0.00073 | 0.03941 |
| ENSMUSG00000087067 | Gm11532       | 91.55  | -3.04 | 0.90 | -3.37 | 0.00076 | 0.04081 |
| ENSMUSG00000022023 | Wbp4          | 19.43  | -2.30 | 0.68 | -3.35 | 0.00079 | 0.04096 |
| ENSMUSG00000024805 | Pcgf5         | 22.01  | -2.96 | 0.88 | -3.36 | 0.00078 | 0.04096 |
| ENSMUSG00000085684 | 4930469K13Rik | 19.72  | 1.37  | 0.41 | 3.36  | 0.00079 | 0.04096 |
| ENSMUSG00000090863 | A530084C06Rik | 10.30  | -2.45 | 0.73 | -3.36 | 0.00079 | 0.04096 |
| ENSMUSG00000079293 | Clec7a        | 19.07  | -2.40 | 0.72 | -3.35 | 0.00080 | 0.04115 |
| ENSMUSG00000067851 | Arfgef1       | 11.44  | -3.04 | 0.91 | -3.35 | 0.00081 | 0.04123 |
| ENSMUSG00000079036 | Alkbh1        | 60.89  | -1.99 | 0.60 | -3.34 | 0.00083 | 0.04155 |
| ENSMUSG00000005370 | Msh6          | 17.92  | 1.63  | 0.49 | 3.32  | 0.00091 | 0.04533 |
| ENSMUSG00000037997 | Parp11        | 10.75  | -5.00 | 1.51 | -3.31 | 0.00093 | 0.04618 |
| ENSMUSG00000028599 | Tnfrsf1b      | 28.97  | -2.81 | 0.85 | -3.31 | 0.00095 | 0.04661 |

|                    |          |          |       |      |       |         |         |
|--------------------|----------|----------|-------|------|-------|---------|---------|
| ENSMUSG00000087444 | Gm5475   | 13.21    | -5.86 | 1.78 | -3.30 | 0.00097 | 0.04709 |
| ENSMUSG00000073725 | Lmbrd1   | 9.19     | -6.58 | 2.00 | -3.29 | 0.00099 | 0.04774 |
| ENSMUSG00000030144 | Clec4d   | 9.77     | -3.02 | 0.92 | -3.29 | 0.00101 | 0.04829 |
| ENSMUSG00000037613 | Tnfrsf23 | 11.64    | -2.42 | 0.74 | -3.29 | 0.00101 | 0.04829 |
| ENSMUSG00000002844 | Adprh    | 41.91    | -4.94 | 1.51 | -3.27 | 0.00107 | 0.04871 |
| ENSMUSG00000022587 | Ly6e     | 31.95    | -2.74 | 0.84 | -3.26 | 0.00110 | 0.04871 |
| ENSMUSG00000022876 | Samsn1   | 11.54    | -2.05 | 0.63 | -3.28 | 0.00105 | 0.04871 |
| ENSMUSG00000026525 | Opn3     | 16.65    | 3.57  | 1.09 | 3.28  | 0.00103 | 0.04871 |
| ENSMUSG00000034377 | Tulp4    | 756.93   | 1.18  | 0.36 | 3.28  | 0.00104 | 0.04871 |
| ENSMUSG00000035692 | lsg15    | 17.33    | -4.85 | 1.49 | -3.27 | 0.00108 | 0.04871 |
| ENSMUSG00000040829 | Zmynd15  | 1,742.13 | -2.10 | 0.64 | -3.27 | 0.00108 | 0.04871 |
| ENSMUSG00000049362 | Olfir173 | 35.77    | 1.86  | 0.57 | 3.27  | 0.00109 | 0.04871 |
| ENSMUSG00000060802 | B2m      | 98.81    | -1.95 | 0.60 | -3.27 | 0.00109 | 0.04871 |
| ENSMUSG00000096980 | Gm26526  | 74.32    | -1.21 | 0.37 | -3.26 | 0.00113 | 0.04982 |

**Supplemental Table 2:** Relative changes in genes related to Autophagy, Cytokines, Inflammation in Vehicle and Rapamycin (Rapa-S or Rapa-M) DCs with and without LPS after 24 hrs. The genes after LPS indicated in green were down-regulated and in red were up-regulated compared to respective vehicle treatment.

| Gene           | Veh/Veh                                     | Veh/LPS                                     | Rapa-M/Veh                                  | Rapa-M/LPS                                  | Rapa-S/Veh                                  | Rapa-S/LPS                                  |
|----------------|---------------------------------------------|---------------------------------------------|---------------------------------------------|---------------------------------------------|---------------------------------------------|---------------------------------------------|
| Autophagy      |                                             |                                             |                                             |                                             |                                             |                                             |
| <i>Beclin</i>  | $2.5 \times 10^{-2} \pm 1.0 \times 10^{-3}$ | $7.6 \times 10^{-3} \pm 1.7 \times 10^{-3}$ | $1.5 \times 10^{-2} \pm 4.3 \times 10^{-3}$ | $1.9 \times 10^{-2} \pm 2.2 \times 10^{-3}$ | $2.3 \times 10^{-2} \pm 6.2 \times 10^{-3}$ | $4.4 \times 10^{-3} \pm 1.5 \times 10^{-3}$ |
| <i>Atg9</i>    | $6.4 \times 10^{-3} \pm 5.0 \times 10^{-4}$ | $1.1 \times 10^{-2} \pm 1.1 \times 10^{-3}$ | $1.1 \times 10^{-2} \pm 1.4 \times 10^{-3}$ | $1.0 \times 10^{-2} \pm 6.3 \times 10^{-4}$ | $1.6 \times 10^{-2} \pm 2.7 \times 10^{-3}$ | $1.1 \times 10^{-2} \pm 9.0 \times 10^{-4}$ |
| <i>Atg7</i>    | $7.6 \times 10^{-3} \pm 5.0 \times 10^{-4}$ | $1.1 \times 10^{-2} \pm 1.1 \times 10^{-3}$ | $1.2 \times 10^{-2} \pm 6.0 \times 10^{-4}$ | $1.0 \times 10^{-2} \pm 1.6 \times 10^{-3}$ | $1.6 \times 10^{-2} \pm 7.5 \times 10^{-4}$ | $9.7 \times 10^{-3} \pm 6.2 \times 10^{-4}$ |
| <i>Lc3b</i>    | $1.4 \times 10^{-3} \pm 1.0 \times 10^{-4}$ | $1.2 \times 10^{-3} \pm 1.3 \times 10^{-4}$ | $7.9 \times 10^{-4} \pm 9.6 \times 10^{-5}$ | $1.1 \times 10^{-3} \pm 1.4 \times 10^{-4}$ | $7.8 \times 10^{-4} \pm 2.2 \times 10^{-4}$ | $2.2 \times 10^{-4} \pm 5.0 \times 10^{-5}$ |
| <i>Lamp2</i>   | $7.1 \times 10^{-1} \pm 2.9 \times 10^{-2}$ | $3.5 \times 10^{-1} \pm 6.3 \times 10^{-2}$ | $3.5 \times 10^{-1} \pm 1.1 \times 10^{-1}$ | $7.7 \times 10^{-1} \pm 1.8 \times 10^{-1}$ | $1.2 \times 10^0 \pm 4.9 \times 10^{-2}$    | $7.6 \times 10^{-1} \pm 3.2 \times 10^{-2}$ |
| Cytokines      |                                             |                                             |                                             |                                             |                                             |                                             |
| <i>Il1b</i>    | $6.1 \times 10^{-2} \pm 1.9 \times 10^{-2}$ | $3.9 \times 10^0 \pm 5.5 \times 10^{-1}$    | $3.3 \times 10^{-2} \pm 2.8 \times 10^{-3}$ | $1.9 \times 10^0 \pm 3.7 \times 10^{-1}$    | $7.4 \times 10^{-2} \pm 2.4 \times 10^{-2}$ | $1.1 \times 10^0 \pm 4.5 \times 10^{-1}$    |
| <i>Il12p40</i> | $8.9 \times 10^{-3} \pm 5.0 \times 10^{-4}$ | $5.6 \times 10^{-1} \pm 1.2 \times 10^{-1}$ | $8.5 \times 10^{-3} \pm 1.8 \times 10^{-3}$ | $1.4 \times 10^{-1} \pm 2.3 \times 10^{-2}$ | $1.6 \times 10^{-2} \pm 1.6 \times 10^{-3}$ | $1.5 \times 10^{-1} \pm 5.6 \times 10^{-2}$ |
| Inflammation   |                                             |                                             |                                             |                                             |                                             |                                             |
| <i>Tlr4</i>    | $4.6 \times 10^{-2} \pm 3.8 \times 10^{-3}$ | $1.4 \times 10^{-2} \pm 1.7 \times 10^{-3}$ | $1.8 \times 10^{-2} \pm 4.7 \times 10^{-3}$ | $3.8 \times 10^{-2} \pm 7.0 \times 10^{-3}$ | $5.0 \times 10^{-2} \pm 1.3 \times 10^{-2}$ | $1.3 \times 10^{-2} \pm 3.4 \times 10^{-3}$ |
| <i>Nos2</i>    | $2.7 \times 10^{-3} \pm 1.0 \times 10^{-4}$ | $4.1 \times 10^{-2} \pm 3.5 \times 10^{-3}$ | $8.7 \times 10^{-3} \pm 2.3 \times 10^{-3}$ | $1.0 \times 10^{-2} \pm 9.5 \times 10^{-4}$ | $8.8 \times 10^{-3} \pm 2.1 \times 10^{-3}$ | $2.1 \times 10^{-2} \pm 1.7 \times 10^{-3}$ |
| <i>Hif1a</i>   | $1.1 \times 10^{-1} \pm 3.2 \times 10^{-2}$ | $1.6 \times 10^{-1} \pm 2.9 \times 10^{-2}$ | $1.3 \times 10^{-1} \pm 8.3 \times 10^{-3}$ | $4.3 \times 10^{-2} \pm 6.2 \times 10^{-3}$ | $1.4 \times 10^{-1} \pm 3.5 \times 10^{-2}$ | $3.1 \times 10^{-2} \pm 6.7 \times 10^{-4}$ |
| Other          |                                             |                                             |                                             |                                             |                                             |                                             |
| <i>Ho1</i>     | $7.2 \times 10^{-2} \pm 5.0 \times 10^{-3}$ | $3.2 \times 10^{-1} \pm 6.0 \times 10^{-2}$ | $2.8 \times 10^{-2} \pm 2.6 \times 10^{-3}$ | $7.3 \times 10^{-2} \pm 1.3 \times 10^{-2}$ | $6.1 \times 10^{-2} \pm 1.0 \times 10^{-2}$ | $6.4 \times 10^{-2} \pm 1.5 \times 10^{-2}$ |

**Supplemental Table 3:** Relative changes in genes related to Autophagy, Cytokines, Inflammation in Vehicle and Mitochondria DCs (Mito-DC) with and without LPS after 24 hrs. The genes after LPS indicated in green were down-regulated and in red were up-regulated compared to respective vehicle treatment.

| Gene           | Veh/Veh                                     | Veh/LPS                                     | Mito/Veh                                    | Mito/LPS                                    |
|----------------|---------------------------------------------|---------------------------------------------|---------------------------------------------|---------------------------------------------|
| Autophagy      |                                             |                                             |                                             |                                             |
| <i>Beclin</i>  | $7.1 \times 10^{-2} \pm 2.6 \times 10^{-2}$ | $4.7 \times 10^{-2} \pm 1.5 \times 10^{-2}$ | $1.8 \times 10^{-2} \pm 8.1 \times 10^{-3}$ | $8.6 \times 10^{-3} \pm 1.9 \times 10^{-3}$ |
| <i>Atg9</i>    | $4.7 \times 10^{-3} \pm 2.1 \times 10^{-3}$ | $1.9 \times 10^{-3} \pm 5.5 \times 10^{-4}$ | $1.4 \times 10^{-4} \pm 8.6 \times 10^{-5}$ | $9.5 \times 10^{-2} \pm 3.1 \times 10^{-5}$ |
| <i>Atg7</i>    | $6.5 \times 10^{-2} \pm 2.9 \times 10^{-2}$ | $2.3 \times 10^{-2} \pm 6.3 \times 10^{-3}$ | $9.0 \times 10^{-3} \pm 3.7 \times 10^{-3}$ | $5.2 \times 10^{-3} \pm 1.5 \times 10^{-3}$ |
| <i>Lc3b</i>    | $1.1 \times 10^{-2} \pm 5.5 \times 10^{-3}$ | $5.6 \times 10^{-3} \pm 1.9 \times 10^{-3}$ | $1.0 \times 10^{-2} \pm 7.3 \times 10^{-3}$ | $3.4 \times 10^{-3} \pm 1.3 \times 10^{-3}$ |
| <i>Lamp2</i>   | $2.0 \times 10^0 \pm 8.0 \times 10^{-1}$    | $1.5 \times 10^0 \pm 4.9 \times 10^{-1}$    | $8.4 \times 10^{-1} \pm 5.4 \times 10^{-1}$ | $2.0 \times 10^{-1} \pm 1.8 \times 10^{-2}$ |
| Cytokines      |                                             |                                             |                                             |                                             |
| <i>Il1b</i>    | $3.9 \times 10^{-2} \pm 1.4 \times 10^{-2}$ | $1.5 \times 10^0 \pm 3.3 \times 10^{-1}$    | $2.3 \times 10^{-1} \pm 3.1 \times 10^{-2}$ | $4.5 \times 10^{-1} \pm 1.6 \times 10^{-1}$ |
| <i>Il12p40</i> | $1.4 \times 10^{-1} \pm 4.7 \times 10^{-3}$ | $6.5 \times 10^{-1} \pm 6.0 \times 10^{-2}$ | $8.4 \times 10^{-1} \pm 8.1 \times 10^{-2}$ | $1.0 \times 10^0 \pm 2.6 \times 10^{-2}$    |
| Inflammation   |                                             |                                             |                                             |                                             |
| <i>Tlr4</i>    | $2.2 \times 10^{-1} \pm 9.4 \times 10^{-2}$ | $7.0 \times 10^{-2} \pm 2.1 \times 10^{-2}$ | $1.9 \times 10^{-2} \pm 1.3 \times 10^{-2}$ | $4.5 \times 10^{-3} \pm 1.7 \times 10^{-3}$ |
| <i>Nos2</i>    | $4.9 \times 10^{-4} \pm 7.2 \times 10^{-5}$ | $3.3 \times 10^{-1} \pm 2.4 \times 10^{-2}$ | $9.3 \times 10^{-2} \pm 1.0 \times 10^{-2}$ | $9.5 \times 10^{-2} \pm 7.2 \times 10^{-3}$ |
| <i>Hif1a</i>   | $2.7 \times 10^{-1} \pm 2.8 \times 10^{-2}$ | $1.8 \times 10^{-1} \pm 1.6 \times 10^{-2}$ | $3.4 \times 10^{-2} \pm 2.6 \times 10^{-3}$ | $2.8 \times 10^{-2} \pm 1.4 \times 10^{-3}$ |
| Other          |                                             |                                             |                                             |                                             |
| <i>Ho1</i>     | $2.6 \times 10^{-1} \pm 3.6 \times 10^{-2}$ | $1.3 \times 10^0 \pm 1.0 \times 10^{-1}$    | $1.6 \times 10^0 \pm 1.9 \times 10^{-1}$    | $7.3 \times 10^{-1} \pm 7.2 \times 10^{-2}$ |

How the deposited data were processed for this re-analysis (not part of the article)

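The RNASeq compared Rapa-M-DC with Veh-DC, 3 libraries each, 6 in all, from BMDCs propagated for 8 days with GMCSF. Rapamycin was given in 3 treatments at 10 ng/mL. The LPS status of the sequenced cells is given differently by the text (100 ng/mL) and by the labels and supplemental methods (the arms without LPS, 0 ng/mL), and was left open.

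The authors trimmed the reads, removed reads of low quality with fastx_toolkit, aligned them with bowtie2 to the mouse genome (printed as mm38 and read here as GRCm38), counted reads per gene with htseq-count and ran DESeq2 between the conditions. Versions and the strand option of the counting are not stated. The deposited base mean is a signal value, the mean of the size-factor-normalized counts over all libraries that the authors computed. The deposited log2 fold change and its standard error are on the log2 scale, of Rapa-M-DC over Veh-DC. The deposited Wald statistic is a score, the log2 fold change divided by its standard error, which held to within 6.95e-09. The deposited p-value is two-sided, and the authors adjusted it by the Benjamini-Hochberg method. The authors' deposited table holds 139 genes, each with an adjusted p-value under 0.05, and no value of a single library. Depth per library is unknown, and the precision of each fold change is known only through its fitted standard error.

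From these values, the number of genes tested, meaning those that entered the adjustment, was recovered from p, adjusted p and rank. It was 6139 genes, from 6124 to 6156 over single genes because the smallest p-values are printed with few digits. The Wald p and the adjusted p were recomputed, 95% intervals were taken as 1.96 standard errors, and a two-sided Wald test of the null that the absolute log2 fold change is at most 1 was computed and adjusted over 6139 genes. Genes missing from the table have a larger p in that test than in the original one, so they cannot enter the count. Means of the conditions were implied from the base mean and the fold change, assuming equal size of both groups, with a floor of 3 normalized counts against which the fold is given where the lower mean is at or under it. These folds do not include the sampling error of the fitted means, which the 95% intervals give. The list was compared with Supplemental Table 1, which holds the same 139 genes. The largest difference in log2 fold change was 0.00497, which is rounding.

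Gene positions came from GENCODE M21 on GRCm38 (55450 genes), in which all 139 identifiers and symbols were found. Overlaps between strands were computed with bedtools 2.31.1. The share of overlapped genes was set beside 10000 random lists matched on biotype, and base means were compared by permutation tests with 100000 permutations. Genes are not independent replicates, so these p-values describe this list. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

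The genes named were chosen by a rule set before the data were examined. They are every gene of the TNF and IFNγ lists of the supplement, or measured in the same cells by qPCR, ELISA or flow cytometry, that is in the table, the 5 genes with the smallest p in each direction, the 5 with the largest base mean, and Lyz2 and B2m, 31 genes in all. Alternatives set at the same time were an adjusted p under 0.01, adjustment over all annotated genes, Bonferroni adjustment, a base mean of at least 20, a 1.5-fold null, unadjusted p, exon overlaps, protein-coding genes only, a window of 1 kb, lists matched on length (drawn from the 200 genes of the same biotype nearest in length), both directions separately, medians, and symbols matched through synonyms. The design foresaw a test on counts only if counts of each library were given, and none was run.

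The calculations were tested on simulated data of 6000 genes with 200 changed, of which only the 162 genes past the threshold were kept, as in the deposited table. The number of genes tested came out as 6000. The 2-fold test called 117 genes from the kept genes and 117 from all 6000. That match checks the calculation only, since the genes not kept cannot pass the test. Of the 200 changed genes 153 were recovered. The simulated changes were larger than those of most listed higher genes, so this share does not describe the power here. In 200 unchanged data sets the permutation test called 5.5% and the random lists 3%. Reactome and gene ontology memberships were not used here.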

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

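The tests in this part were chosen after the result was seen. The 55 genes higher in Rapa-M-DC include 0 genes of the TNF and IFNγ lists, and the text and supplement discuss none of the 55. They differ from the lower genes in biotype, with 26 of the 55 higher and 14 of the 84 lower genes not protein-coding, and 15 and 5 annotated as antisense RNA. They also differ in overlaps. A gene on the opposite strand overlaps 49 of the 55 higher genes (89.1%) and 48 of the 84 lower genes (57.1%, two-sided Fisher's exact test across genes, p = 5.52e-05). Genes are not independent replicates. Lower genes were overlapped more often than random lists of the same biotypes too, whose mean was 39.4% (one-sided permutation p = 0.0003). A larger number of non-coding genes among the higher genes is argued against as the whole cause, because 24 of the 29 higher protein-coding genes (82.8%) were overlapped, while random protein-coding lists reached at most 69.0%. Gene length is argued against in the same way, since 10000 lists matched on biotype and length reached at most 72.7%.

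Counts taken from the strand opposite to the annotated gene cannot be told apart from other causes here. The 89.1% is the pattern itself and decides nothing, and a wrong strand would act on higher and lower genes alike, so it does not predict the difference between them. Under a wrong strand, a higher value of Fam98c or Bysl may be the change of the gene on the other strand (Rasgrp4 or Ccnd3). Fam98c and Gm16282 both lie opposite Rasgrp4, and in the authors' deposited table both are higher, with log2 fold changes of 2.96 and 2.26. Gm16282 was chosen after its values were seen. A wrong strand would change which gene a difference belongs to, not whether Rapa-M-DC and Veh-DC differ. A biological cause of the higher share of overlaps among higher genes stays open and was not tested. Higher base means make a gene easier to call, and the background of expressed genes, which is not known here, could also hold more overlapped genes than the 44.7% of all annotated genes.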

How the results depend on the processing

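Alternatives not called added were set before the data were examined. The 139 genes past the adjusted p threshold (55 higher, 84 lower) became 25 (16 and 9) at an adjusted p under 0.01, 23 (14 and 9) with adjustment over all annotated genes, and 16 (12 and 4) with Bonferroni adjustment over the genes tested, all stricter by construction. Genes with a base mean of at least 20 numbered 86, of which 43 were lower and 43 higher. The share of lower genes was thus 60.4% in the full list and fell under the stricter settings. Tested against a 2-fold change, 0 genes passed, and 95 of the 139 had an unadjusted p under 0.05. Against a 1.5-fold change 4 genes passed, and with a base mean of at least 20 the count against 2-fold was 0.

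Of the 31 named genes, 13 were past 0.05 with adjustment over all annotated genes and 18 were not, and 10 were past and 21 were not with Bonferroni adjustment. For the 18 TNF and IFNγ genes, 3 were past 0.05 over all annotated genes, 1 was with Bonferroni adjustment, 3 were past 0.01, and 12 had a base mean of at least 20. Matching through synonyms left the count of pathway genes in the table at 18.

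The share of genes overlapped on the opposite strand (69.8%) was above the mean of random lists under each setting tried, with a one-sided permutation p under 0.05. It was 56.8% for exons, 59.6% for protein-coding genes, 72.7% with genes within 1 kb counted and 69.8% against lists matched on length. In alternatives added after seeing the data, the share was 48.5% for exons of protein-coding genes, and the 59.6% of protein-coding genes had a one-sided permutation p of 0.0002 against lists without the 1481 olfactory, vomeronasal and trace amine receptor genes. By direction, also added, the share was 89.1% of higher genes, and random lists reached at most 78.2%. It was 57.1% of lower genes, where random lists reached 58.3% (one-sided permutation p = 0.0003), and 50% of lower protein-coding genes, where they reached 60% (one-sided permutation p = 0.0159).

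The difference in mean log2 base mean between genes with and without an opposite-strand overlap (1.15) was 1.24 for exons, 1.24 for protein-coding genes and 1.82 among higher genes, where 6 have no overlap (exact permutation test, two-sided p = 0.0184). Among lower genes it was 0.52 with a two-sided permutation p of 0.104, and the cause was not tested. With exon overlaps among lower genes, an alternative added after seeing the data, it was 0.66 (permutation p = 0.034). The difference in mean log2 base mean of lower against higher genes (-1.27) was -1.87 for protein-coding genes and -1.17 for medians. Among the 42 genes without an opposite-strand overlap, 6 of them higher, that difference was 0.058, in the other direction (exact permutation test, two-sided p = 0.9), a setting added after seeing the data, and the cause was not tested.

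No paired analysis was possible because the table has no value of a single library. For the same reason a count test, leaving out each replicate in turn, a replicate block and other splits of the 6 libraries were not run. The unknown depth limits the genes near the floor most. For 43 of the 84 lower genes the implied Rapa-M-DC mean was at or under 3 normalized counts, and their folds against 3 ran from 4.51 to 38.4. Their 95% intervals allow as little as 2.33-fold to 10.6-fold.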

Differences from the paper's values

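The counts of genes past the threshold were those the paper gives, 139 in all, 84 lower and 55 higher, and the stricter alternatives gave fewer. The paper names 32 genes behind the TNF and IFNγ terms of its enrichment analysis. Of these, 14 were not in the authors' deposited table nor in Supplemental Table 1, which holds the same 139 genes. The 14 are Sphk1, Birc3, Pde4b, Dennd5a, Ifit2, Cxcl3, ccr12, Il6, Parp14, Mthfd2, Mvp, Sppl2a, Ifit1 and Oas2. Matching through synonyms found 0 more. Whether they changed cannot be read from a table of genes past a threshold. For Il12b and Il1b, the qPCR means of the paper differ by less than the RNASeq intervals allow, with and without LPS. The cause was not tested.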

Other observations

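Tests of the strand hypothesis on the share of overlapped genes and on base means were set before the values were seen. The tests of few reads, exon junctions and counting on both strands were chosen after.

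Transcripts that are abundant in myeloid cells had low base means. In the authors' deposited table B2m had a base mean of 98.8 and Lyz2 one of 128.8 normalized counts, and 21 listed genes were above both. All 21 are overlapped by a gene on the opposite strand, 21 through exons and 20 through exons of a protein-coding gene, and they include Zmynd15 (opposite Cxcl16), Mettl23 (opposite Srsf2 and Jmjd6), Bysl (opposite Ccnd3) and Cyren (opposite Tmem140). Few reads per library cannot be decided by those 21 genes, because they are part of the observation itself. Low depth lowers the counts of all genes alike and keeps their order. The order of these genes at a greater depth is not known here, however, nor is the depth of each library. Loss of reads across exon junctions, which bowtie2 does not split, cannot be told apart from other causes, because the values go both ways. If it were the cause, base means should rise with the longest exon, and they fell (Spearman's rho -0.17 across the 139 genes, two-sided permutation p = 0.0458, and -0.21 across the 99 protein-coding genes, permutation p = 0.0374). The longest exon is 433 bp in B2m and 857 bp in Lyz2, however, and 2 of the 21 genes have a longest exon shorter than that of both. Also open is the hypothesis that the counts were taken from the strand opposite to the annotated gene. It predicted more opposite-strand overlaps than in random lists, and 69.8% of the listed genes had one against 44.7% in random lists (one-sided permutation p = 1e-04, the smallest that 10000 lists can give).

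Base means also differed within the list. Genes with an opposite-strand overlap had a mean log2 base mean 1.15 above that of the others (two-sided permutation p = 0.00021), as the same hypothesis predicted. The difference was 1.82 among higher genes and 0.52 among lower genes (exact permutation test, two-sided p = 0.0184, and permutation test, p = 0.104), and whether it differs between the directions was not tested. Counting on both strands would make reads in exons shared by both strands ambiguous and lost. Genes with an exon overlap instead had a mean log2 base mean 1.24 higher (two-sided permutation p = 1e-05, the smallest that 100000 permutations can give). That value compares different genes and not the reads lost within a gene, so it cannot exclude counting on both strands. Under the strand hypothesis, genes with no overlap, such as Il12b, Ccl5 and Lyz2, may be seen only through a small remainder of reads on the other strand, which would lower their counts and widen their standard errors without setting their direction. No count on the other strand was analysed here, so the hypothesis is not settled. A biological explanation, antisense transcription that changes with rapamycin, stays open and was not tested.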
